# Runx1 stabilizes the mammary epithelial cell phenotype and prevents epithelial to mesenchymal transition

**DOI:** 10.18632/oncotarget.15381

**Published:** 2017-02-16

**Authors:** Deli Hong, Terri L. Messier, Coralee E. Tye, Jason R. Dobson, Andrew J. Fritz, Kenneth R. Sikora, Gillian Browne, Janet L. Stein, Jane B. Lian, Gary S. Stein

**Keywords:** Runx1, epithelial to mesenchymal transition, epithelial Integrity, patient survival, breast cancer

## Abstract

Runx1 is a well characterized transcription factor essential for hematopoietic differentiation and Runx1 mutations are the cause of leukemias. Runx1 is highly expressed in normal epithelium of most glands and recently has been associated with solid tumors. Notably, the function of Runx1 in the mammary gland and how it is involved in initiation and progression of breast cancer is still unclear. Here we demonstrate the consequences of Runx1 loss in normal mammary epithelial and breast cancer cells. We first observed that Runx1 is decreased in tumorigenic and metastatic breast cancer cells. We also observed loss of Runx1 expression upon induction of epithelial-mesenchymal transition (EMT) in MCF10A (normal-like) cells. Furthermore depletion of Runx1 in MCF10A cells resulted in striking changes in cell shape, leading to mesenchymal cell morphology. The epithelial phenotype could be restored in breast cancer cells by re-expressing Runx1. Analyses of breast tumors and patient data revealed that low Runx1 expression is associated with poor prognosis and decreased survival. We addressed mechanisms for the function of Runx1 in maintaining the epithelial phenotype and find Runx1 directly regulates E-cadherin; and serves as a downstream transcription factor mediating TGFβ signaling. We also observed through global gene expression profiling of growth factor depleted cells that induction of EMT and loss of Runx1 is associated with activation of TGFβ and WNT pathways. Thus these findings have identified a novel function for Runx1 in sustaining normal epithelial morphology and preventing EMT and suggest Runx1 levels could be a prognostic indicator of tumor progression.

## INTRODUCTION

Evidence is rapidly accruing for the oncogenic and tumor suppressor functions of the Runx family of transcription factors, Runx1, Runx2 and Runx3, which are essential for normal lineage specific development [1, 2]. In late stage cancer, including breast, prostate and thyroid, abnormal expression of Runx2 drives metastasis to bone [3–5]. Inhibition of Runx2 in metastatic breast and prostate cancer cells drastically reduces tumor growth and metastasis *in vivo* [3, 6], revealing Runx2 function as an oncogene. It has been well documented that translocations of Runx1, the essential hematopoiesis factor, with ETO, TEL (ETV6) [7] or other genes cause a wide range of leukemias [8]. However, little is known of Runx1 oncogenic or tumor suppressor activities in solid tumors. An early microarray profiling study comparing adenocarcinoma metastasis with primary adenocarcinoma tumors identified Runx1 as one of 17 genes signature that associate with metastasis [9]. Recent genetic studies have identified loss-of-function somatic mutations or deletion of Runx1 in breast cancer patients [10, 11]. These data are consistent with evidence that Runx1 is reduced in metastasis-prone solid tumors [9]. There is a requirement for understanding Runx1-mediated regulatory mechanism(s) in breast cancer.

Breast cancer remains the leading cause of cancer related death in women worldwide [12]. Among the different subtypes of breast cancer, both the basal-like and Her2-enriched subtypes are the most clinically challenging; they have the worst survival rates and are often associated with metastasis [13]. It has been speculated that this aggressive phenotype of basal like breast cancer is linked with the Epithelial to Mesenchymal Transition (EMT), which is a key biological process in cancer progression and is involved in the conversion of early stage tumors into invasive malignancies [14]. Oncogenic EMT occurs when primary tumor cells undergo a switch from an epithelial phenotype, which lacks motility and exhibits extensive cell-to-cell contact, to a mesenchymal phenotype having high cellular motility, lower cellular interactions, and a non-polarized cell organization [15]. Several studies, using breast cancer cell lines and clinical samples, have demonstrated that increased expression of mesenchymal markers including Vimentin, Fibronectin and N-cadherin, as well as reduced expression of epithelial markers including E-cadherin are observed in basal subtype breast cancer [8–11]. The specific mechanisms that preserve the structural and functional properties of the epithelial cells of the glandular tissues and protect normal epithelial cells from transitioning to malignancy in basal like breast cancer are compelling unresolved questions. We therefore have focused our studies on the functional activities of Runx1 in basal subtype breast cancer cells.

In this study, we hypothesize that Runx1 maintains the normal epithelial phenotype and that loss of Runx1 promotes EMT. Our results demonstrate that depletion of Runx1 in mammary epithelial cells disrupts/alters cellular morphology and suppress E-cadherin expression. We find that Runx1 level decreases during both TGFβ-induced and growth factor-starvation induced EMT, supporting a crucial role for Runx1 in preventing EMT. Furthermore our analysis of breast tumors and survival data supports the above finding that loss of Runx1 promotes tumor progression. Thus, these studies demonstrate that Runx1 functions to preserve epithelial phenotype in mammary epithelial cells and reveal that Runx1 has tumor suppressor potential in breast cancer.

## RESULTS

### Runx1 expression is decreased in breast cancer

Runx1 involvement in breast cancer was first tested using a panel of normal and breast cancer cell lines representing different breast cancer subtypes (Figure 1). The selected cell lines included non-metastatic luminal-like MCF7 and T47D breast cancer cells and basal-like breast cancer MDA-MB-231 cells. Compared to the high level of Runx1 in normal-like basal MCF10A control cells, Runx1 mRNA (Figure 1A) and protein (Figure 1B) were significantly decreased in all breast cancer cell lines tested, but less so in the triple negative MDA-MB-231 cells.

**Figure 1:**
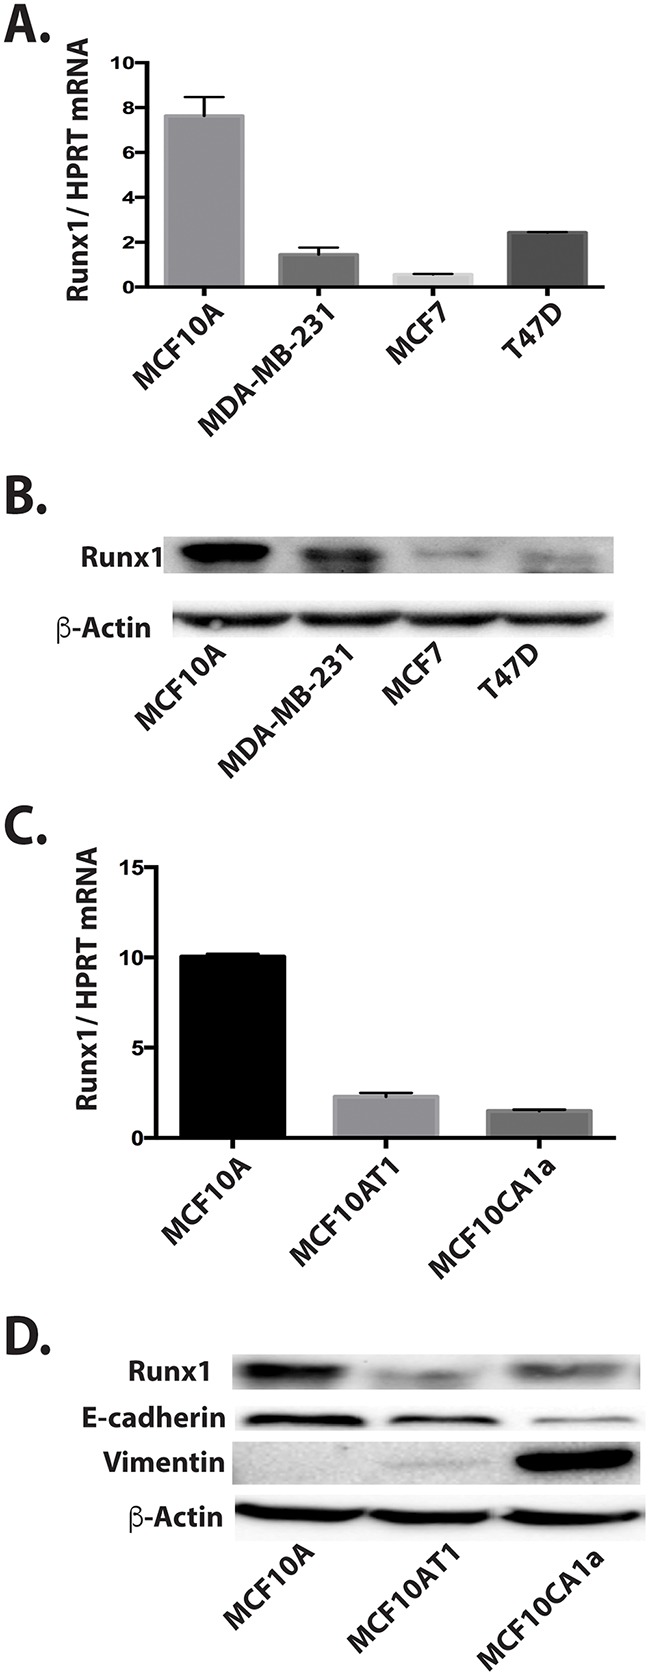
Decreased Runx1 expression is related to breast cancer progression in cell models **A**. Runx1 RNA expression by RT-qPCR for a panel of breast cancer cell lines compared to MCF10A cells show that Runx1 protein is decreased in breast cancer cells. **B**. Western blot of cell lysate for the same panel of cell lines shown in **A**. **C**. Runx1 RNA expression by RT-qPCR of normal mammary-like MCF10A cells, MCF10A-derived tumorigenic cell line MCF10AT1, and metastatic MCF10CA1a cells shows Runx1 is decreased in the cancer cells. **D**. Western blot comparison in the MCF10 series.

We next evaluated Runx1 mRNA and protein expression in the MCF10 progression series of MCF10A normal-like mammary epithelial cells, tumorigenic MCF10AT1 and MCF10CA1a cells [16]. Runx1 mRNA (Figure 1C) and protein (Figure 1D) expression were strikingly decreased in both MCF10AT1 and MCF10CA1a cells compared with MCF10A cells. In both early and aggressive cancer cell types, loss of Runx1 expression paralleled decreases of the epithelial marker E-cadherin, while the mesenchymal marker Vimentin was highly expressed only in the MCF10CA1a cells. These changes in EMT markers are consistent with the mesenchymal phenotype of the two cancer cell lines. Thus decreased Runx1 with tumor progression correlates with EMT. Together our findings indicate an important role for Runx1 in normal breast epithelial cells and provide evidence for the emerging concept that Runx1 may function as a tumor suppressor [17].

### TGFβ induced EMT decreases Runx1 expression in MCF10A cells

The above results show that Runx1 levels are decreased in breast cancer cells and that decreased Runx1 is accompanied with EMT in the MCF10 series. To mechanistically address if decreased Runx1 and EMT are coupled in breast cancer, we used a well-known method to induce EMT in mammary cells, by adding TGFβ to MCF10A cells [18]. TGFB1-Smad signaling is the most frequently described inducer of EMT, and Runx1 is known to be a downstream target of TGFβ signaling. Furthermore it is well documented that Runx1 forms an interaction complex with SMADs [19], thereby regulating genes responsive to TGFβ. Taken together, we hypothesized that Runx1 expression would be repressed upon treating with TGFβ.

MCF10A cells were incubated with 10 ng/ml TGFβ1 for 6 days, and we observed that the original cobblestone-like epithelial morphology with tight cell-cell contact was lost, and cells gained an elongated fibroblast-like morphology (Figure 2A). When the levels of epithelial and mesenchymal markers were examined by western blotting and immunofluorescence microscopy, the TGFβ1 treated cells exhibited a 50% down-regulation of the epithelial marker E-cadherin, while expression of the mesenchymal markers Vimentin and N-cadherin was induced (Figure 2B). Significantly, in this TGFβ induced EMT model, we observed the down regulation of Runx1 in both protein and mRNA levels (Figure 2B). Although the immunofluorescence results showed that not all cells acquired the mesenchymal phenotype (Figure 2C), indicating that only a subset of the cells underwent EMT, we still find that Runx1 is decreased during EMT. As further evidence that loss of Runx1 occurs concomitantly with EMT, co-immunofluorescence reveals that the subset of cells undergoing EMT (Vimentin positive cells), had lower or no Runx1 expression (Figure 2D). These results support the idea that Runx1 may function as a suppressor for the EMT.

**Figure 2:**
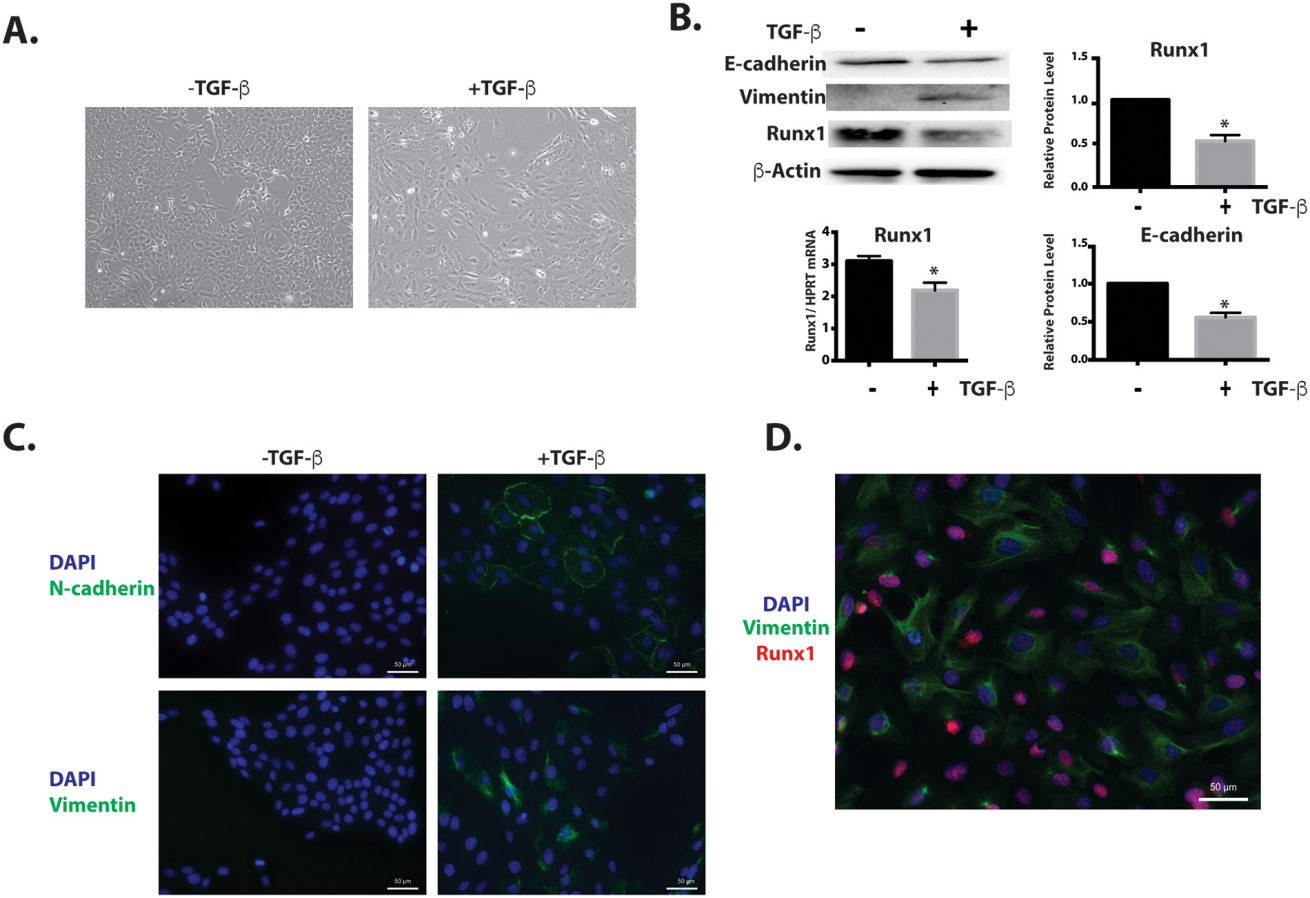
Runx1 decreases during TGFβ-induced EMT MCF10A cells treated with 10 ng/ml TGFβ for 6 days. **A**. MCF10A cells treated with TGFβ show morphological changes toward an EMT-like state. **B**. Western blot analyses show changes in EMT markers and Runx1 expression during EMT. Left lower panel: RT-qPCR of RNA from MCF10A cells shows decreased Runx1 expression in TGFβ treated cells. Student's *t* test * *p* value <0.05 for TGFβ-treated cells compared to control cells. Where error bars are shown these represent the standard error of the mean (SEM) from three independent experiments. **C**. Immunostaining shows increased Vimentin and N-cadherin expression in the cytoskeleton during TGFβ-induced EMT. **D**. Immunostaining shows the cells with Vimentin (Green) expression have less or no Runx1 (Red) expression.

### Runx1 rescues the TGFβ-induced EMT phenotype

To further prove a functional role for Runx1 in preventing EMT and maintaining the epithelial phenotype, we examined whether overexpressing Runx1 could reverse the EMT phenotype after TGFβ induction.

A plasmid containing HA-tagged Runx1 was transfected into TGFβ treated MCF10A cells. We observed that the cells with Runx1 overexpression changed their morphology from mesenchymal-like back to epithelial-like (Figure 3A). Overexpressing Runx1 in these cells also increased E-cadherin and repressed Vimentin expression, suggesting that cells re-acquired an epithelial phenotype and that the TGFβ induced EMT was blocked (Figure 3B). This result demonstrated that the repression of Runx1 is a necessary step during TGFβ induced EMT.

**Figure 3:**
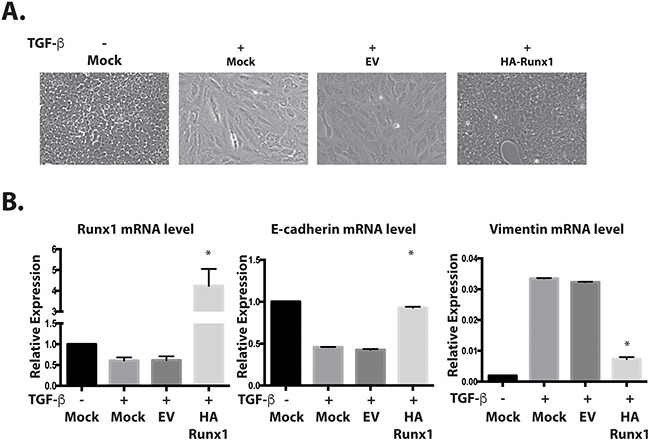
Runx1 reverses TGFβ induced EMT **A**. Images of MCF10A cells treated with TGFβ show morphological changes toward an EMT-like state. Overexpressing Runx1 in TGFβ treated cells rescued cell morphology to an epithelial-like state. **B**. RT-qPCR of RNA from MCF10A cells show changes in gene expression by overexpressing Runx1 in TGFβ-treated cells, which activates E-cadherin and represses Vimentin expression. Student's *t* test * *p* value <0.05 for HA-Runx1 overexpression in MFC10A cells compared to EV control cells. Error bars represent the standard error of the mean (SEM) from three independent experiments.

### Decreased expression of Runx1 during TGFβ independent EMT in MCF10A cells

We considered the possibility that Runx1 may function in a TGFβ independent manner to repress EMT. We used a cell model that is independent of exogenous TGFβ. It has been previously shown that withdrawal from MCF10A medium of specific factors required for optimal cell growth (insulin, EGF, Hydrocortisone and Cholera Toxin), changed cell morphology from cobblestone to spindle like [20]. Here we demonstrate that this morphological change (Figure 4A) resembles an EMT process. Western blotting and qRT-PCR results show that the epithelial marker E-cadherin was down regulated, while mesenchymal markers N-cadherin and Vimentin were upregulated (Figure 4B and 4C). Importantly Runx1 protein is not detected in growth factor depleted cells by western blot and immunofluorescence microscopy (Figure 4B and 4D, top panel). Compared with TGFβ induced EMT (Figure 2C), in this TGFB independent model, all cells acquired the mesenchymal phenotype and lost epithelial mark and Runx1 expression (Figure 4D). These results reveal that modifying growth medium is a more powerful method for inducing EMT in MCF10A cells. Based on the loss of Runx1 during both TGFβ-dependent and independent EMT, we conclude that Runx1 is a key factor in repressing the EMT and maintaining epithelial morphology in normal-like mammary epithelial cells.

**Figure 4:**
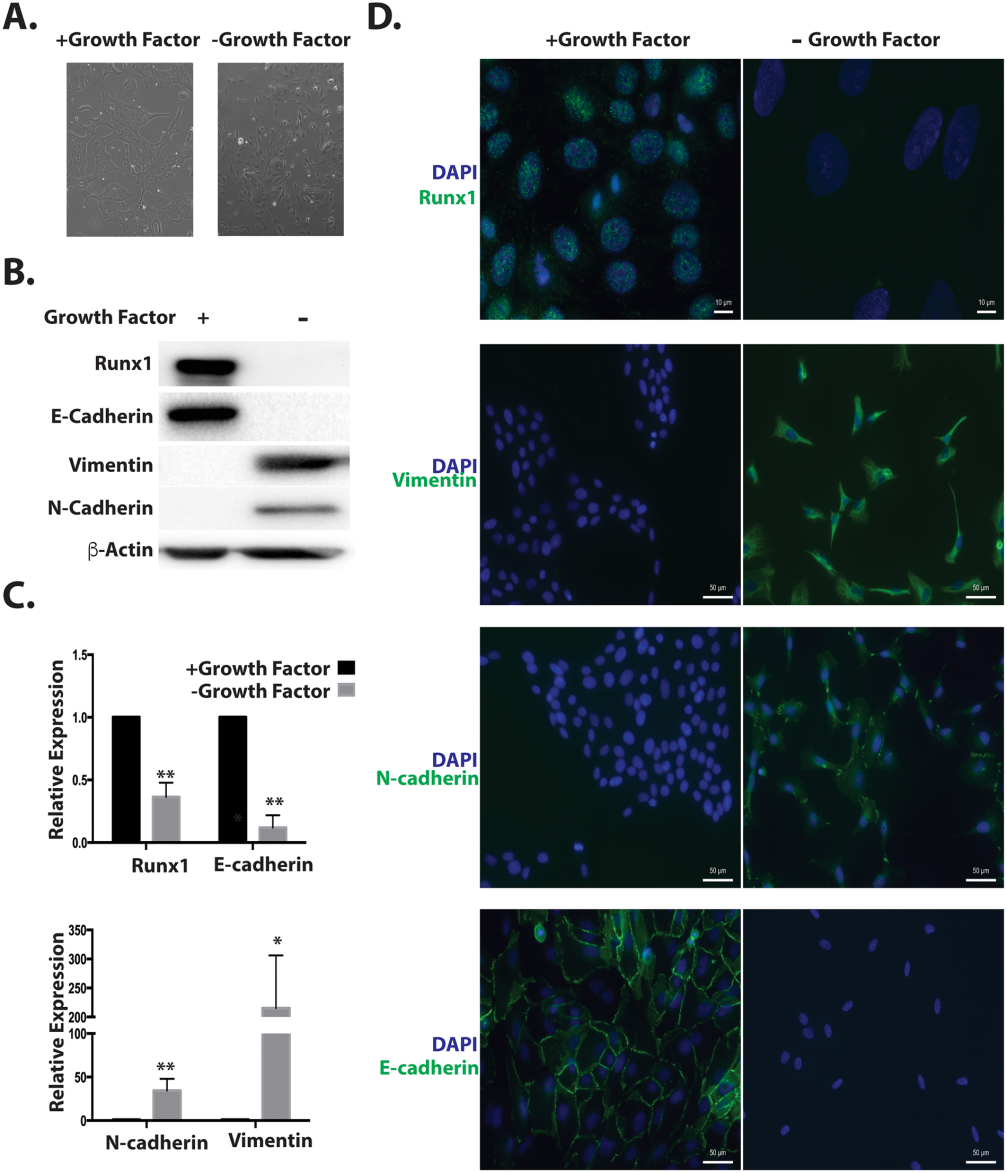
Decreased Runx1 during TGFβ-independent EMT **A**. Images of MCF10A cells grown in medium without growth factors (Insulin, EGF, Hydrocortisone and Cholera toxin) for 7 days show morphological changes from cobblestone to spindle-like. **B**. Western blot analyses of cell lysates from MCF10A cells treated with or without growth factors show changes in EMT markers and Runx1 expression during EMT. **C**. RNA expression of the EMT markers E-cadherin, N-cadherin and Fibronectin was quantified using RT-qPCR in MCF10A cells in the presence or absence of growth factors. Student's *t* test * *p* value <0.05, ** p value <0.01 for growth factors depleted MCF10A cells compared to cells with growth factors. Error bars represent the standard error of the mean (SEM) from three independent experiments. **D**. Immunostaining of E-cadherin, Vimentin, N-Cadherin and Runx1 reveals changes in organization of cell–cell adhesion, cytoskeleton and decreased Runx1.

### Gene expression profiling of growth factor-depleted MCF10A cells reveals the spectrum of EMT markers

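MCF10A, an established line of mammary epithelial cells, was grown in medium with 5% horse serum, and growth factor depletion removed insulin (10 µg/ml), EGF (20 ng/ml), cholera toxin (100 ng/ml) and hydrocortisone (0.5 µg/ml). The deposited RNA-Seq data hold 6 samples, 3 with growth factors and 3 without, numbered as replicates 1 to 3 in each condition. The day on which RNA was taken is not given for these samples. The cells of Fig. 4A were depleted for 7 days, and the paper's methods give up to 14 days. The authors removed ribosomal RNA from total RNA, made strand-specific libraries, sequenced single-end reads of 100 bases, mapped them to hg38 with TopHat2 and counted them per gene with HTSeq on Gencode v22. The deposited values are normalized counts, in which the authors divided the reads of each gene by the sample's DESeq2 size factor, with no division by gene length. Whole reads could be recovered from every value. They came to 14515993, 28672630 and 15342856 reads on genes with growth factors (median 15342856) and to 17047310, 24407075 and 7472418 without (median 17047310). At these depths 3 reads correspond to between 1.76 and 6.71 normalized counts, a floor that covers counting error only. The table lists 19198 genes, each with at least 3 reads in at least 3 samples, and between 18630 and 19181 of them had reads in a given sample.
Differences between conditions were tested here with limma on log2(normalized count + 1) over the 16988 genes with a mean of at least 10 normalized counts. A gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. For a gene taken alone, an exact two-sided permutation test of 3 samples against 3 cannot give a p below 0.1. Principal component analysis of the 500 most variable genes placed 81.6% of the variance on the component that parts the conditions, or 51.9% when all genes with a mean of at least 10 were used. The next component held 8.1% and set depleted replicate 1, at 35.3, apart from depleted replicates 2 and 3, at -19.5 and -16.2. After the condition means were removed, same-numbered samples of the conditions had a mean correlation of -0.23 across genes and differently numbered samples 0.11. Deviations cancel within a condition, so these means are not independent results. The shared replicate numbers showed no sign of pairing in these values, which were not corrected for library bias. The highest correlations were 0.291 for control replicate 2 with depleted replicate 3 and 0.25 for control replicate 3 with depleted replicate 2. Libraries also differed with transcript length. Spearman's correlation of a sample's deviation with transcript length was taken across 13035 genes, which are not independent replicates. It ran from -0.45 in control replicate 2 to 0.42 in control replicate 3, and was 0.013 for the difference between conditions. In depleted replicates 2 and 3 it was 0.32 and -0.31, opposite in sign to the same-numbered controls, which could mask a pairing. With GC content, the correlation ran from -0.35 in depleted replicate 2 to 0.18 in control replicate 2 and depleted replicate 3. For the difference between conditions the correlation with GC content was 0.13.

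**Figure D1:**
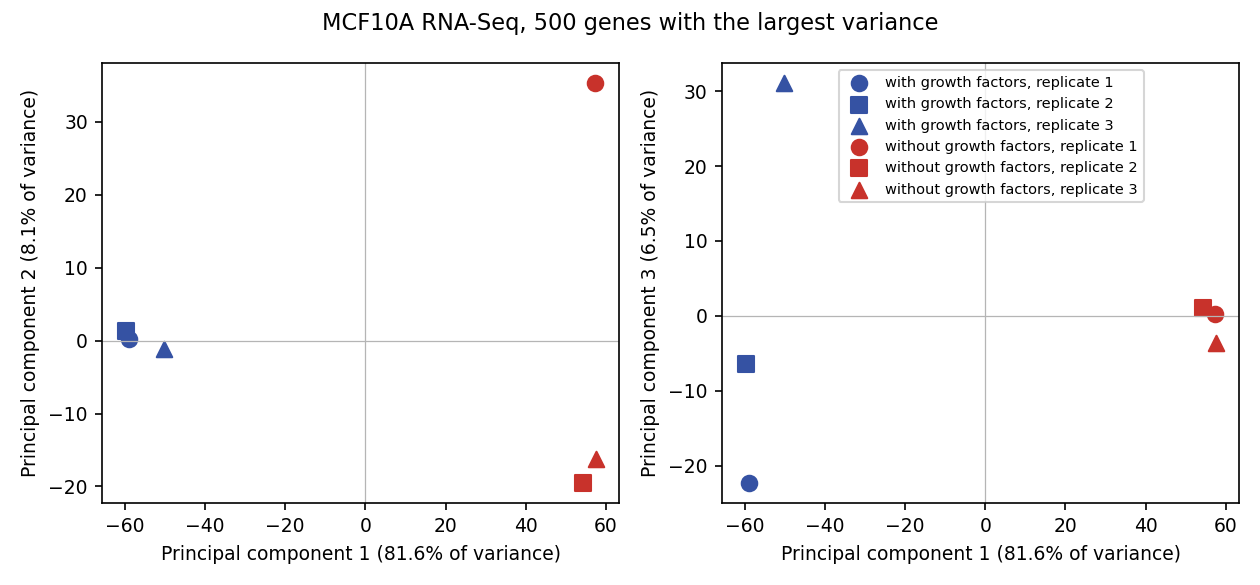
Scores of the 6 samples on the first principal components of log2(normalized count + 1) for the 500 most variable genes, a point for each sample, with the share of variance on each axis. The conditions part on the component that holds 81.6% of the variance, and depleted replicate 1 lies apart from the other depleted samples on the component that holds 8.1%.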

To further understand the mechanisms of growth factor depletion induced EMT, we carried out unbiased genome-wide expression profiling by RNA-Seq, comparing cells grown in normal and growth factor depleted conditions. 

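Growth factor depletion changed 1076 of the 16988 genes tested by limma, 741 of them up-regulated and 335 down-regulated, so that 68.9% of the differentially expressed genes were higher without growth factors. Of these genes, 956 were protein-coding (661 up and 295 down among 12790 tested) and 64 were long noncoding RNAs (40 up and 24 down among 1713 tested). In 2296 genes every depleted sample lay above every control sample and in 2053 genes below it, together 25.6% of the genes tested, where chance gives 10%. The unadjusted p was under 0.05 for 3400 genes. The 2-fold cut-off removed no gene, since every gene past the adjusted p had changed by at least that much.
With the replicate number as a block, 967 genes were differentially expressed (689 up and 278 down), of which 840 were among the 1076. The quasi-likelihood test of edgeR on the recovered reads gave 971 genes (683 up and 288 down), and DESeq2 on the same reads gave 2112 (1287 up and 825 down). In data simulated with the dispersions of these samples and 200 changed genes, 5.2% of the calls of limma, 4.7% of those of edgeR and 26.1% of those of DESeq2 were false. This was a single draw, and the share depends on how many genes changed. It therefore does not give the false share among the 2112 calls. A total of 928 genes were called by limma, edgeR and DESeq2 alike. The setting that moved the count most was the 2-fold ratio of group means with no p threshold, with 4092 genes (2167 up and 1925 down). Leaving out each sample in turn gave between 453 and 2474 genes, the highest number without control replicate 3, and 390 of the 1076 genes were called in all 6 of these fits. More genes rose than fell in 28 of the 28 settings tried.

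**Figure D2:**
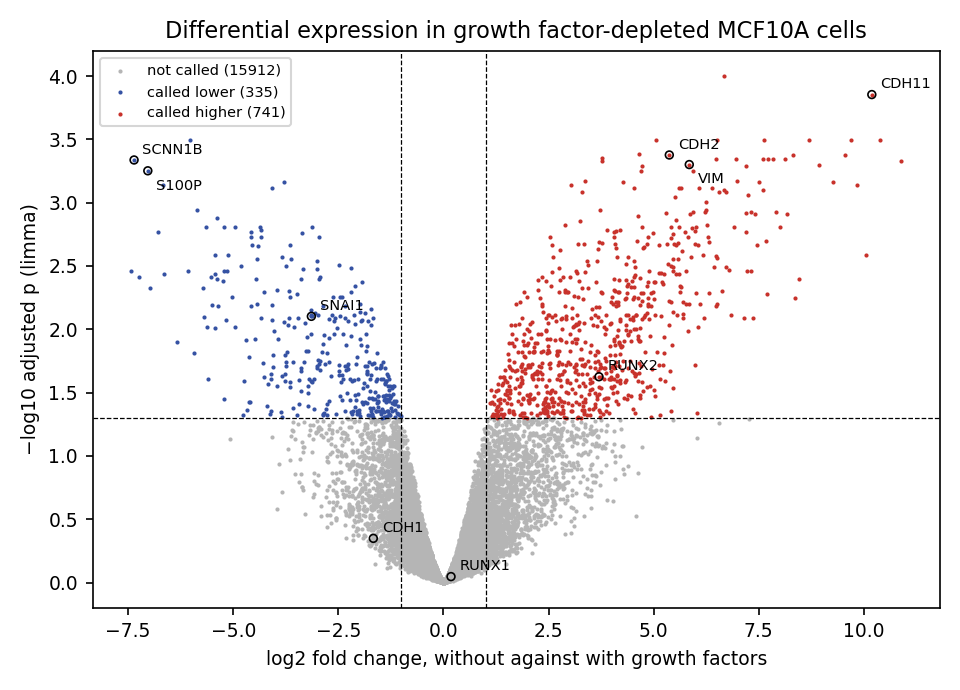
Change of each of the 16988 genes tested, with the log2 fold change without against with growth factors on the horizontal axis and the negative log10 of the limma adjusted p on the vertical axis. Coloured points are the 741 genes up-regulated and the 335 down-regulated without growth factors, and grey points are the other genes.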

Among the 1880 differentially expressed mRNAs that have a 2-fold cut off, 457 genes were up- and 1423 were down-regulated. Gene ontology analysis identified functional categories and associated pathways (Figure 5). Among the top 5 canonical pathways that were affected, regulation of the EMT pathway was the most significant with 20 genes altered in the network (Figure 5A and 5C). This observation further confirmed that this novel method of removing growth factors in MCF10A induces EMT. 

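The 20 genes of the EMT regulation pathway were read from Fig. 5C, and all of them are in the deposited table. Each changed by at least 2-fold, 13 upwards and 7 downwards, with a median log2 fold change of 2.40 and a range from -3.14 for SNAI1 to 6.79 for PDGFRB. By limma with adjustment over all genes tested, 13 of the 20 were differentially expressed. CDH2, LEF1, MMP2, MRAS, PDGFRB, TCF4, TGFB2, WNT5A and WNT5B were higher without growth factors, and EGFR, ID2, NOTCH1 and SNAI1 were lower. The remaining genes, EGF, FGF12, FGFR4, FZD5, JAG2, PIK3C2B and TWIST2, did not pass. Adjusted over the list alone, all of the 13 rises and 7 falls passed, although the list holds the paper's own calls on these samples and so shows no stability. The replicate block also gave 13 genes, edgeR 12 and DESeq2 17. The count moved most when a 2-fold ratio was used with no p threshold, which 20 genes met, and it lay between 8 and 13 when each sample was left out in turn.
MMP2, on chromosome 16 of hg38 from 55389700 to 55506691, rose from 102 ± 30.5 to 9681 ± 3909 normalized counts (mean ± SD, n = 3 in each condition). Its log2 fold change was 6.50 (standard error 0.41, limma adjusted p = 3.2e-04). LEF1, on chromosome 4 from 108047545 to 108168956, had a log2 fold change of 3.05 with a limma adjusted p of 0.0126. Among the genes that fell, ID2 went from 793 ± 92.1 to 142 ± 31.3 normalized counts (mean ± SD, n = 3 in each condition), with a log2 fold change of -2.49 and a limma adjusted p of 0.00309. EGFR, the receptor of a growth factor that was removed, had a log2 fold change of -2.11 (limma adjusted p = 0.041), and its adjusted p with the replicate block was 0.0505. NOTCH1 was in the same position, with a log2 fold change of -1.60 (limma adjusted p = 0.0203, or 0.0502 with the block).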

Other relevant pathways include cancer metastasis signaling and integrin-like kinase (ILK) signaling (Figure 5A). Together these most significant signaling pathways are indicative of the MCF10A cells acquiring a more cancer related phenotype.

**Figure 5:**
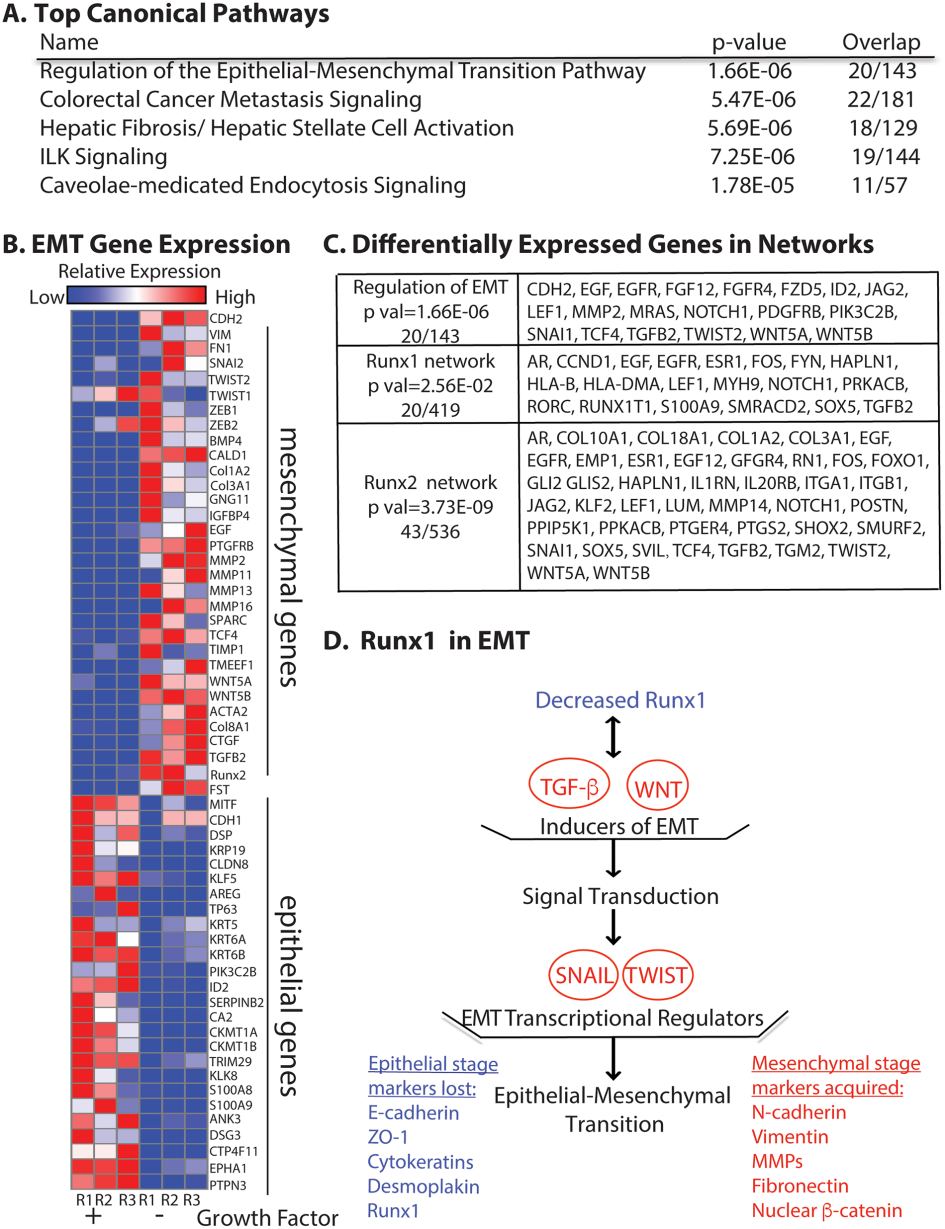
RNA-Seq reveals MCF10A cells undergo EMT upon growth factor removal **A**. Top canonical pathways with the most significant p values identified by using Ingenuity Pathway Analysis (QIAGEN, Hilden, Germany). **B**. Relative expression heat map of 58 EMT related genes confirming MCF10A cells undergo EMT. **C**. Differentially expressed genes (2-fold cut off) in the EMT regulation pathway (p val 1.66E-06), Runx1 interaction network (p val 2.56E-02) and Runx2 interaction network (p val 3.73E-09). **D**. Model of Runx1 function in growth factor depletion induced EMT. Illustration shows the consequences of up and down regulated genes when Runx1 is decreased upon growth factor depletion. The listed genes and pathways are promoting EMT by loss of Runx1 function. Blue indicates down regulated genes. Red indicates up regulated genes or pathways. Ingenuity Pathway Analysis (QIAGEN) was used in panel **A**, **C** and **D**; GENE-E (Broad Institute, Cambridge, MA, USA) was used in panel **B**.

In addition to pathway analysis, we selected 58 epithelial and mesenchymal genes by using two database sources (described in Materials and Methods) and examined the expression patterns based on relative reads from our RNA-Seq profiling. 

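The heat map of Fig. 5B lists 32 mesenchymal and 26 epithelial genes, and the deposited table holds all of them. Some symbols of the figure were read as the nearest gene name, PTGFRB as PDGFRB, TMEEF1 as TMEFF1, KRP19 as KRT19 and CTP4F11 as CYP4F11, and CTGF is listed under its newer symbol CCN2. TMEFF1 had 0 normalized counts in each control sample and 2.7, 4.6 and 11.2 in depleted replicates 1 to 3, which put it below the minimum mean of 10, so that 31 mesenchymal and 26 epithelial genes were tested. Reads of CKMT1A and CKMT1B, and of KRT6A and KRT6B, come from near-identical copies that read counting cannot fully separate, and the separate value of each is uncertain.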

The heat map constructed from these data (Figure 5B) compares expression of EMT genes under two different growth conditions—normal and growth factor-depleted. 

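Of the 31 mesenchymal genes tested, 30 had a higher mean log2 value without growth factors, and in 25 every depleted sample lay above every control sample. The median log2 fold change was 4.06, with a range from -0.46 for TWIST1 to 7.19 for COL1A2. By limma, 22 were up-regulated and 0 down-regulated, and CALD1, COL8A1, EGF, MMP13, SNAI2, TIMP1, TWIST1, TWIST2 and ZEB2 did not pass. All 26 epithelial genes had a lower mean log2 value, 23 of them in every depleted sample, with a median log2 fold change of -2.73 and a range from -5.44 to -0.88. By the same test 16 were down-regulated, and CDH1, DSP, EPHA1, KLF5, KRT5, KRT6A, KRT6B, MITF, PIK3C2B and PTPN3 did not pass. Adjusted over each list alone, 26 mesenchymal and 21 epithelial genes passed. The replicate block gave 22 mesenchymal and 14 epithelial genes, edgeR 22 and 14, and DESeq2 25 and 20. When each sample was left out in turn, the mesenchymal count lay between 16 and 22 and the epithelial count between 7 and 17.
The fall of the epithelial genes was not even across the depleted replicates. Taken over the 26 genes, the median level was 4.32% of the control mean in depleted replicate 1, 23.4% in replicate 2 and 18.3% in replicate 3, and depleted replicate 1 was the lowest of them for 18 genes.

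**Figure D3:**
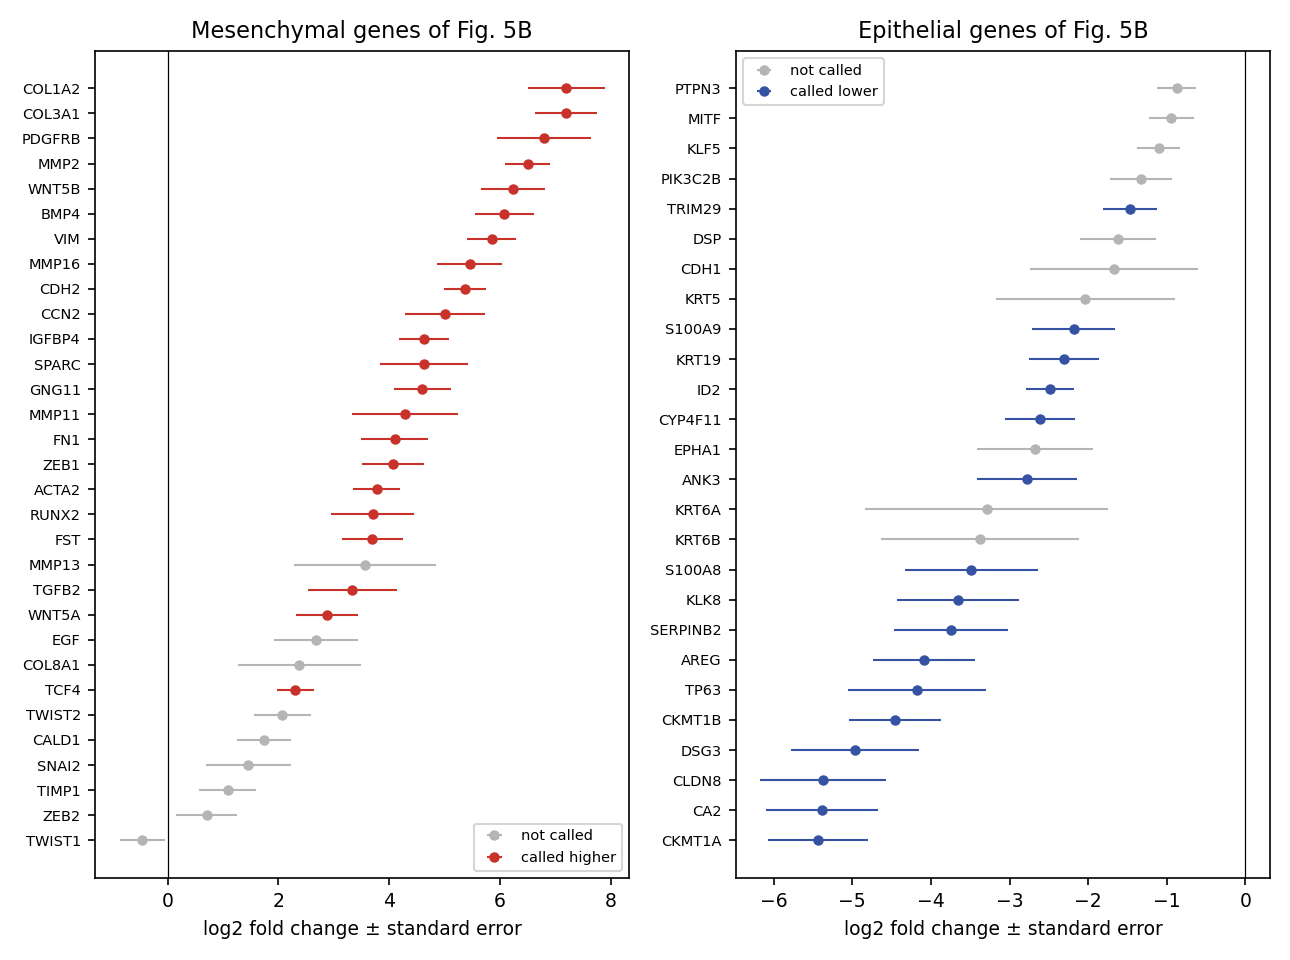
Log2 fold change without against with growth factors for the 31 mesenchymal and 26 epithelial genes of Fig. 5B that were tested, with the standard error of each from limma. Coloured points are the 22 mesenchymal and 16 epithelial genes that were differentially expressed, and grey points the others. TWIST1 is the mesenchymal gene with a mean below 0.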

Well-established epithelial genes such as DSP, Claudins and KRT family [21] were down regulated. 

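DSP, which encodes desmoplakin, lies on chromosome 6 of hg38 from 7541338 to 7586714 and fell from 23935 ± 8864 to 7896 ± 3455 normalized counts (mean ± SD, n = 3 in each condition). Every depleted sample was below every control sample, with a log2 fold change of -1.63 (standard error 0.48), but the limma adjusted p was 0.0933, or 0.189 with the replicate block. The count model of DESeq2 gave DSP an adjusted p of 0.0103 and that of edgeR 0.119. CDH1, the gene of E-cadherin in the same heat map, lies on chromosome 16 from 68737292 to 68835537. It had 20039, 13132 and 12961 normalized counts with growth factors, and 609.6, 13234 and 13118 without, so that its log2 fold change of -1.67 (standard error 1.07, limma adjusted p = 0.448, or 0.397 with the block) rests on depleted replicate 1. With that sample left out, the log2 fold change was -0.19.
Among the 7 claudins tested, CLDN8 was down-regulated and 5 had a negative log2 fold change, with a median of -0.66 that stayed between -0.95 and -0.61 under the other scalings. CLDN8, on chromosome 21 from 30214006 to 30216097, fell from 661 ± 642 to 11.6 ± 6.2 normalized counts (mean ± SD, n = 3 in each condition), a log2 fold change of -5.37 (standard error 0.80, limma adjusted p = 0.00651, or 7.0e-04 with the block). Of 18 keratins tested, KRT15 and KRT19 were down-regulated and none up-regulated, and 9 had a positive and 9 a negative log2 fold change. Their median was 0.08, and it turned to -0.35 with quantile normalization, so the 18 keratins had no shared direction. The keratins of Fig. 5B, KRT5, KRT6A, KRT6B and KRT19, each had a negative log2 fold change. It was -3.29 for KRT6A (limma adjusted p = 0.288) and -3.38 for KRT6B (limma adjusted p = 0.176). KRT19 had a log2 fold change of -2.31 (limma adjusted p = 0.0196, or 0.0529 with the block). KRT15 had 114664, 70453 and 50863 normalized counts in the control samples and 4356, 12902 and 14194 in the depleted samples (limma adjusted p = 0.0201). KRT5 fell to 562 normalized counts in depleted replicate 1 but kept 10908 and 14997 in replicates 2 and 3, and its log2 fold change of -2.04 was not past the threshold (limma adjusted p = 0.377).

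**Figure D4:**
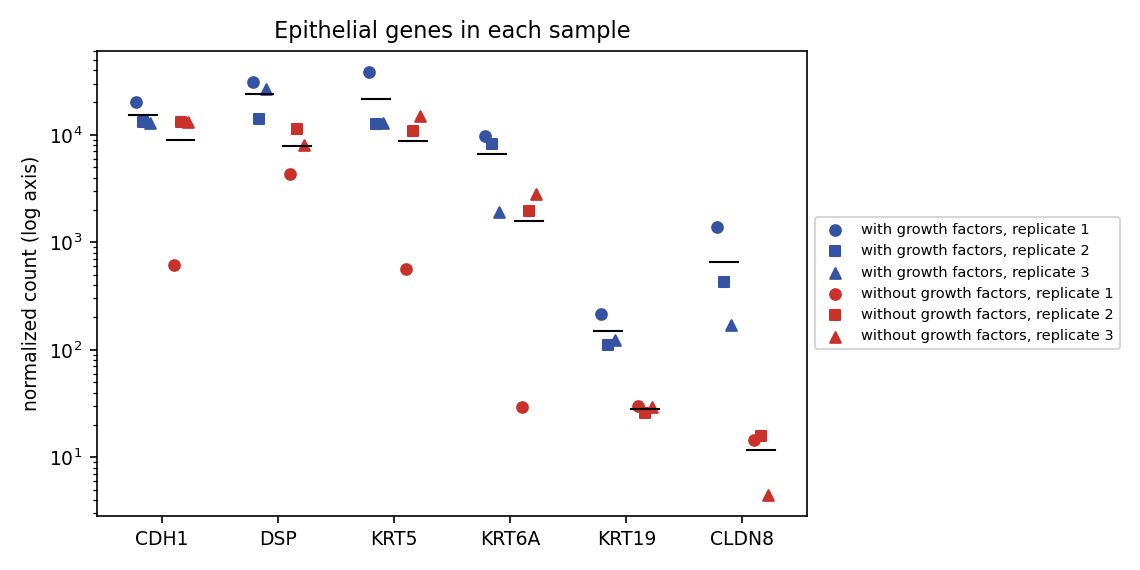
Normalized counts of epithelial genes in each of the 6 samples, on a log axis, with a point for each replicate and a line at the mean of each condition. CDH1 and KRT5 are lower in depleted replicate 1 than in depleted replicates 2 and 3, whereas CLDN8 and KRT19 are low in all depleted samples.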

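CDH2, the gene of N-cadherin, lies on chromosome 18 of hg38 from 27932879 to 28177946 and had 73.4 ± 29.9 normalized counts with growth factors and 2962 ± 657 without (mean ± SD, n = 3 in each condition). Its log2 fold change was 5.37 (standard error 0.38, limma adjusted p = 4.2e-04, or 8.0e-05 with the replicate block). FN1, on chromosome 2 from 215360440 to 215436073, rose from 6351 ± 3707 to 108496 ± 56157 normalized counts, a log2 fold change of 4.10 (standard error 0.61, limma adjusted p = 0.00652, or 0.00575 with the block). VIM, on chromosome 10 from 17228241 to 17237593, rose from 442 ± 176 to 26886 ± 15603 normalized counts, a log2 fold change of 5.85 (standard error 0.45, limma adjusted p = 5.0e-04, or 1.0e-04 with the block). All of these genes were differentially expressed in each of the 6 fits that left out a sample, with the log2 fold change between 5.07 and 5.67 for CDH2, 3.70 and 4.59 for FN1, and 5.40 and 6.15 for VIM.
Of 15 ligands of the TGFβ and BMP family tested, BMP4 and TGFB2 were up-regulated, BMP5 was down-regulated and the others did not pass, with a median log2 fold change of 0.81 (0.54 to 0.86 under the other scalings). BMP4, on chromosome 14 from 53949736 to 53958761, had a log2 fold change of 6.08 (limma adjusted p = 7.6e-04, or 2.1e-04 with the block). BMP5 had a log2 fold change of -6.64 (limma adjusted p = 0.00363). Of 8 WNT ligands tested, WNT5A, WNT5B and WNT9A were up-regulated, 7 had a positive log2 fold change, and the median was 1.91 (1.77 to 1.96 under the other scalings). WNT5A, on chromosome 3 from 55465715 to 55490539, had a log2 fold change of 2.88 (limma adjusted p = 0.0212, or 0.0034 with the block), and WNT5B, on chromosome 12 from 1529891 to 1647212, of 6.23 (limma adjusted p = 9.9e-04, or 5.1e-04 with the block). Of the control samples, none had more than 10.0 normalized counts of WNT5B.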

We observed consistent up-regulation of common mesenchymal genes (CDH2, FN1 and VIM) as well as genes related to signaling pathways such as BMP/TGFB and WNT when growth factors were removed. 

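TGFB2 lies on chromosome 1 of hg38 from 218345336 to 218444619 and had 929.9, 502.7 and 429.9 normalized counts in control replicates 1 to 3 against 1369.3, 10402.8 and 14468.8 in depleted replicates 1 to 3. Its log2 fold change was 3.33 (standard error 0.80, limma adjusted p = 0.047, or 0.0194 with the replicate block), and every depleted sample lay above every control sample. RUNX2, on chromosome 6 from 45328157 to 45664349, had 5.0, 8.8 and 37.4 normalized counts in the control samples against 216.9, 232.1 and 96.1 in the depleted samples. Its log2 fold change was 3.70 (standard error 0.75, limma adjusted p = 0.0237, or 0.0228 with the block). Both genes kept their direction when each sample was left out, with log2 fold changes between 2.69 and 4.39 for TGFB2 and between 3.14 and 4.47 for RUNX2, but each passed the adjusted p in only 1 of the 6 fits. The count models gave TGFB2 an adjusted p of 0.0298 (edgeR) and 1.4e-06 (DESeq2), and RUNX2 an adjusted p of 0.0451 (edgeR) and 9.1e-05 (DESeq2).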

We also noted that both TGFβ2 and Runx2 are among up-regulated genes (Figure 5B). Moreover, we found that expression of 43 genes in the Runx2 interaction network were altered (Figure 5C), consistent with up-regulation of Runx2 protein level upon growth factor depletion (Supplementary Figure 1) and its role in promoting invasion and metastasis to bone [5].

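Of the 43 genes of the Runx2 interaction network in Fig. 5C, 42 passed the minimum mean of 10 normalized counts, and HAPLN1, with 0 counts in the controls and 15.6, 17.7 and 6.7 in depleted replicates 1 to 3, did not. All 42 changed by at least 2-fold, 30 upwards and 12 downwards, with a median log2 fold change of 2.37. By limma 29 were differentially expressed. The 23 up-regulated genes included COL10A1, COL18A1, COL1A2, COL3A1, FN1, GLI2, LUM, POSTN, PTGS2, SMURF2 and TGM2, and the 6 down-regulated genes were EGFR, FOXO1, IL1RN, IL20RB, NOTCH1 and SNAI1. EGF, EMP1, ESR1, FGF12, FGFR4, FOS, ITGA1, ITGB1, JAG2, MMP14, PPIP5K1, SHOX2 and TWIST2 did not pass. The replicate block gave 28 genes, edgeR 26 and DESeq2 37, and the count lay between 13 and 32 when each sample was left out. Adjusted over the list alone, 29 rises and 11 falls passed, with the reservation that the list was called from these same samples.
LUM, which encodes the matrix proteoglycan lumican on chromosome 12 from 91102629 to 91111494, had 3 reads or fewer in each control sample and 3186 ± 1997 normalized counts without growth factors (mean ± SD, n = 3), at least 1130-fold higher (limma adjusted p = 3.2e-04). COL10A1, on chromosome 6 from 116118909 to 116158747, was listed at 0 in the controls, and its mean without growth factors was at least 72.7-fold higher (limma adjusted p = 0.00123). POSTN had a log2 fold change of 5.94 (limma adjusted p = 5.6e-04), and FOXO1 had a log2 fold change of -1.78 (limma adjusted p = 0.00866).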

To study how loss of Runx1 is involved in this EMT process, we also examined the Runx1 interaction network and found that 20 genes (Figure 5C) were altered upon growth factor depletion. 

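The deposited table holds all 20 genes of the Runx1 interaction network in Fig. 5C, of which HAPLN1 fell below the minimum mean and 19 were tested. All 19 changed by at least 2-fold, 11 upwards and 8 downwards, with a median log2 fold change of 1.91. By limma 14 were differentially expressed, and the up-regulated genes included CCND1, FYN, HLA-B, LEF1, RUNX1T1 and TGFB2 and the down-regulated genes EGFR, NOTCH1 and S100A9. EGF, ESR1, FOS, HLA-DMA and SMARCD2 did not pass. The number differentially expressed was 9 with the replicate block, 10 with edgeR, 17 with DESeq2 and 8 for limma without the trend, and it lay between 3 and 16 when each sample was left out. Adjusted over the list alone, 11 rises and 7 falls passed, the list again being the paper's own calls.
RUNX1T1, on chromosome 8 of hg38 from 91954972 to 92103286, was listed at 0 in the controls, and its mean without growth factors was at least 18.1-fold higher (limma adjusted p = 0.00369). HLA-B, on chromosome 6 from 31353872 to 31367067, rose from 357 ± 226 to 6965 ± 1647 normalized counts (mean ± SD, n = 3 in each condition), a log2 fold change of 4.55 (limma adjusted p = 0.00325). CCND1 had a log2 fold change of 2.66 (limma adjusted p = 0.0313).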

Further pathway analysis with the 1880 differentially expressed genes revealed that decreased Runx1 and the altered Runx1 interaction network are associated with activation of TGFβ and WNT pathways (Figure 5D), which are known to relate to Runx1 function [22]. 

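RUNX1 itself lies on chromosome 21 of hg38 from 34787801 to 36004667. It had 1279.6, 984.8 and 3470.6 normalized counts in control replicates 1 to 3, and 1507.5, 3093.4 and 1361.7 in depleted replicates 1 to 3. The means were 1912 ± 1358 with growth factors and 1988 ± 961 without (mean ± SD, n = 3 in each condition), a log2 fold change of 0.18 (standard error 0.52, limma adjusted p = 0.898, or 0.938 with the replicate block). This difference is smaller than the spread between replicates, and its sign changed to -0.19 without control replicate 2 and without depleted replicate 2, and to -0.01 after a correction for transcript length and GC content that was chosen after seeing the data. A fall of RUNX1 mRNA was therefore not detectable in these samples.
Among the TGFβ ligands other than TGFB2, TGFB1 had a log2 fold change of 1.62 (limma adjusted p = 0.129) and TGFB3 of 0.24 (limma adjusted p = 0.859), which turned to -0.02 with quantile normalization. The receptor genes TGFBR1, TGFBR2 and TGFBR3 had log2 fold changes of 0.55, -0.68 and 0.59, with limma adjusted p of 0.515, 0.292 and 0.802, and TGFBR3 turned to -0.68 without depleted replicate 1. Of 19 receptor and SMAD genes of the TGFβ and BMP family, ACVR1C and SMAD7 were up-regulated and none down-regulated, with a median log2 fold change of 0.08 (0.01 to 0.20 under the other scalings). SMAD7, on chromosome 18 from 48919853 to 48950965, had a log2 fold change of 2.19 (limma adjusted p = 0.0281). Of 8 Frizzled receptor genes, FZD2 and FZD4 were up-regulated, with log2 fold changes of 2.76 and 2.07 (limma adjusted p = 0.00505 and 0.0353, or 0.00499 and 0.0859 with the replicate block, under which FZD4 did not pass), and the median of the 8 was 1.22 (1.03 to 1.27 under the other scalings). CTNNB1, the gene of β-catenin, had a log2 fold change of 1.09 (limma adjusted p = 0.116).

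**Figure D5:**
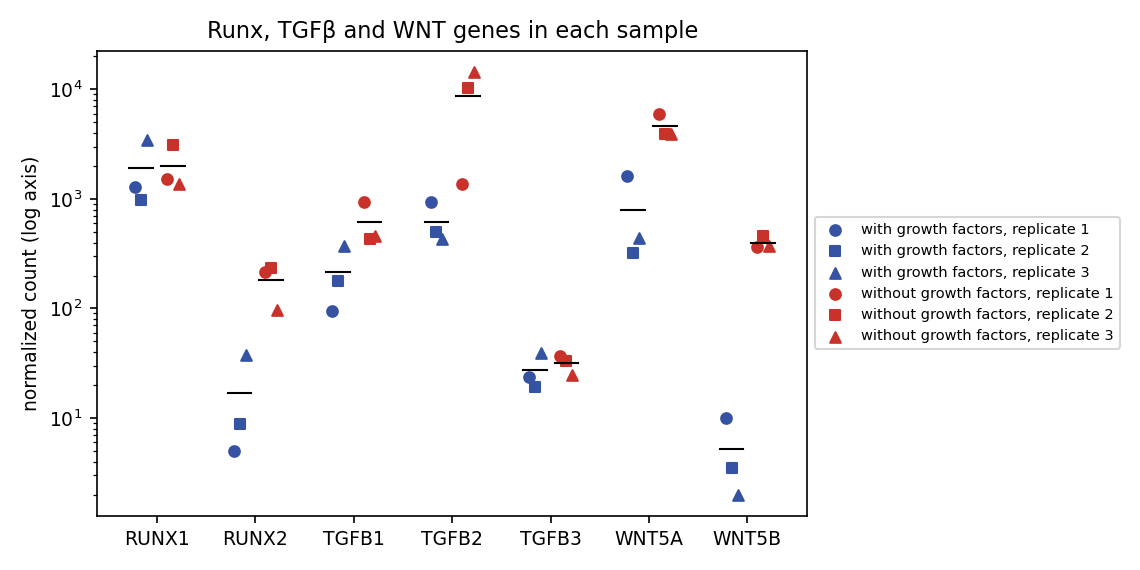
Normalized counts of RUNX, TGFβ and WNT genes in each of the 6 samples, on a log axis, with a point for each replicate and a line at the mean of each condition. RUNX1 overlaps between the conditions, from 984.8 to 3470.6 with growth factors and from 1361.7 to 3093.4 without, while all depleted samples lie above all controls for RUNX2 and TGFB2.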

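Among EMT-inducing transcription factors, SNAI1, the gene of Snail, lies on chromosome 20 of hg38 from 49982980 to 49988886 and had 146.6, 151.7 and 127.9 normalized counts in control replicates 1 to 3 against 18.3, 21.0 and 8.9 in depleted replicates 1 to 3. Its log2 fold change was -3.14 (standard error 0.49, limma adjusted p = 0.0079, or 0.016 with the replicate block), and it stayed between -3.37 and -2.79 and past the threshold in each of the 6 fits that left out a sample. SNAI2, on chromosome 8 from 48917598 to 48921740, had a log2 fold change of 1.46 (standard error 0.77, limma adjusted p = 0.35, or 0.127 with the block). TWIST1, on chromosome 7 from 19020991 to 19117636, had 391 ± 104 normalized counts with growth factors and 298 ± 140 without (mean ± SD, n = 3 in each condition), a log2 fold change of -0.46 that is within the spread between replicates (limma adjusted p = 0.607, or 0.775 with the block). TWIST2, on chromosome 2 from 238848032 to 238910534, rose from 62.1 ± 28.7 to 270 ± 146 normalized counts, with every depleted sample above every control sample. Its log2 fold change was 2.07 (standard error 0.51, limma adjusted p = 0.052, or 0.0859 with the block), and DESeq2 gave it an adjusted p of 0.00164. ZEB1, on chromosome 10 from 31318495 to 31529814, rose by 4.07 on the log2 scale (standard error 0.56, limma adjusted p = 0.00488, or 0.00343 with the block).

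**Figure D6:**
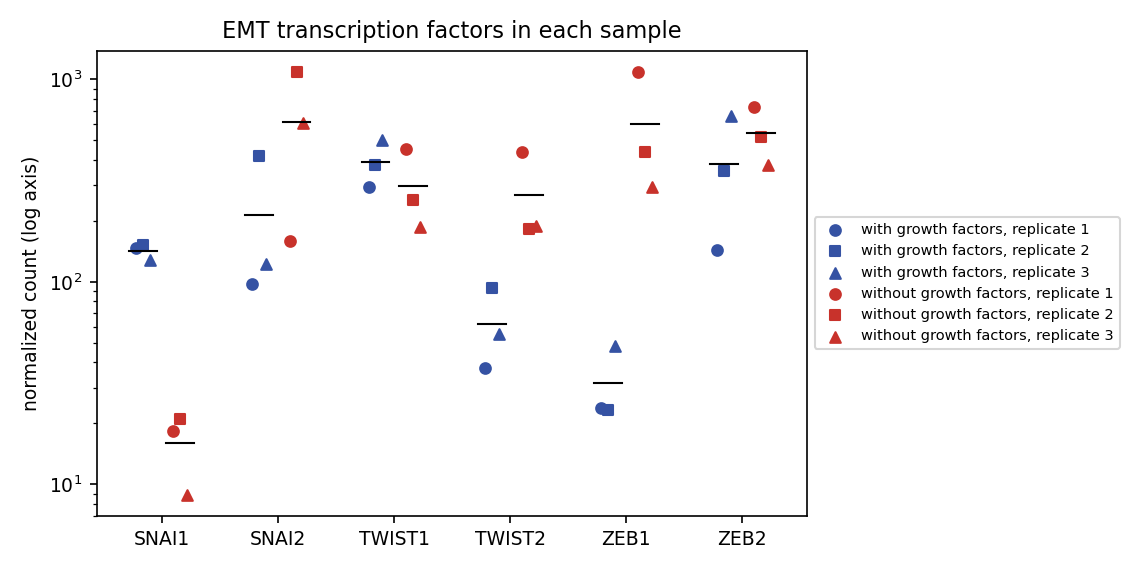
Normalized counts of EMT-inducing transcription factors in each of the 6 samples, on a log axis, with a point for each replicate and a line at the mean of each condition. SNAI1 is lower and ZEB1 higher in all depleted samples, and TWIST1 overlaps between the conditions.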

The stimulated TGFβ and WNT pathways further activate the downstream well-studied EMT-inducing transcription factors Snail and Twist (Figure 5D) [21]. These studies provide evidence that depletion of Runx1 contributes to initiation of EMT in the normal-like MCF10A mammary epithelial cells. These results also indicate that Runx2 plays an important role during growth factor-starvation induced EMT and elucidate mechanisms by which Runx1 and Runx2 are involved in EMT. Together, these RNA-Seq data confirm that the growth factor-starvation method is a unique cell treatment to induce EMT in MCF10A cells without exogenous addition of TGFβ.

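The lists of Fig. 5B were also tested as sets against all other genes with limma's camera, at its preset inter-gene correlation of 0.01. The 31 mesenchymal genes shifted upwards (limma camera adjusted p = 2.6e-27 with Benjamini-Hochberg over both lists, or 6.6e-35 with the replicate block) and the 26 epithelial genes downwards (limma camera adjusted p = 5.7e-20, or 5.5e-23 with the block). The setting that moved these values most was an inter-gene correlation estimated from the samples, under which limma camera gave an adjusted p = 4.8e-04 for the mesenchymal set and an adjusted p = 0.0175 for the epithelial set. With each sample left out, the limma camera adjusted p ran from 6.6e-31 to 1.4e-18 for the mesenchymal set and from 8.2e-24 to 9.5e-14 for the epithelial set. The lists were chosen by the paper as EMT genes and are not a random draw of genes.
The paper reports changes of morphology, proteins and RT-qPCR markers when growth factors were removed from MCF10A cells. It takes the EMT pathway ranking as the most significant canonical pathway as further evidence that the removal induces EMT. From the RNA-Seq results together, it concludes that the treatment induces EMT with no TGFβ added. Fig. 5D draws the TGFβ and WNT pathways and the transcription factors Snail and Twist. From it and the Runx1 network, the paper proposes that depletion of Runx1 contributes to the start of EMT. The paper's case also rests on other experiments. These are the loss of Runx1 protein without growth factors, the Runx1 rescue of TGFβ-induced EMT and the Runx1 knockdown.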

### Directly depleting Runx1 in MCF10A cells results in loss of epithelial morphology and activation of EMT

We have shown by multiple lines of evidence that down-regulation of Runx1 is a key step during breast cancer EMT. However, we still could not distinguish whether decreased Runx1 expression drives the activation of EMT or is an outcome of EMT. To address that question and understand whether Runx1 can function directly to maintain normal epithelial morphology, we inhibited endogenous Runx1 expression in MCF10A cells using lentivirus that contained short-hairpin RNA targeting Runx1 (shRunx1) (Figure 6). We generated two different MCF10A shRunx1 cell lines using two different shRNA sequences (shR1-1, shR1-2). Compared to the parental and control (non-silencing) cells, we observed that Runx1-depleted MCF10A cells showed an obvious shift in morphology from cobblestone-like cells to more spindle-shaped cells (Figure 6A). Western blot and Q-PCR analysis demonstrated endogenous Runx1 was down regulated at both the protein and mRNA levels (Figure 6B and 6C). Because the shRunx1 cells exhibited a morphological change consistent with loss of the epithelial phenotype, E-cadherin expression was examined. Runx1 knockdown cells showed a significant decrease of E-cadherin, as well as up-regulation of the mesenchymal genes Vimentin and N-cadherin (Figure 6C).

**Figure 6:**
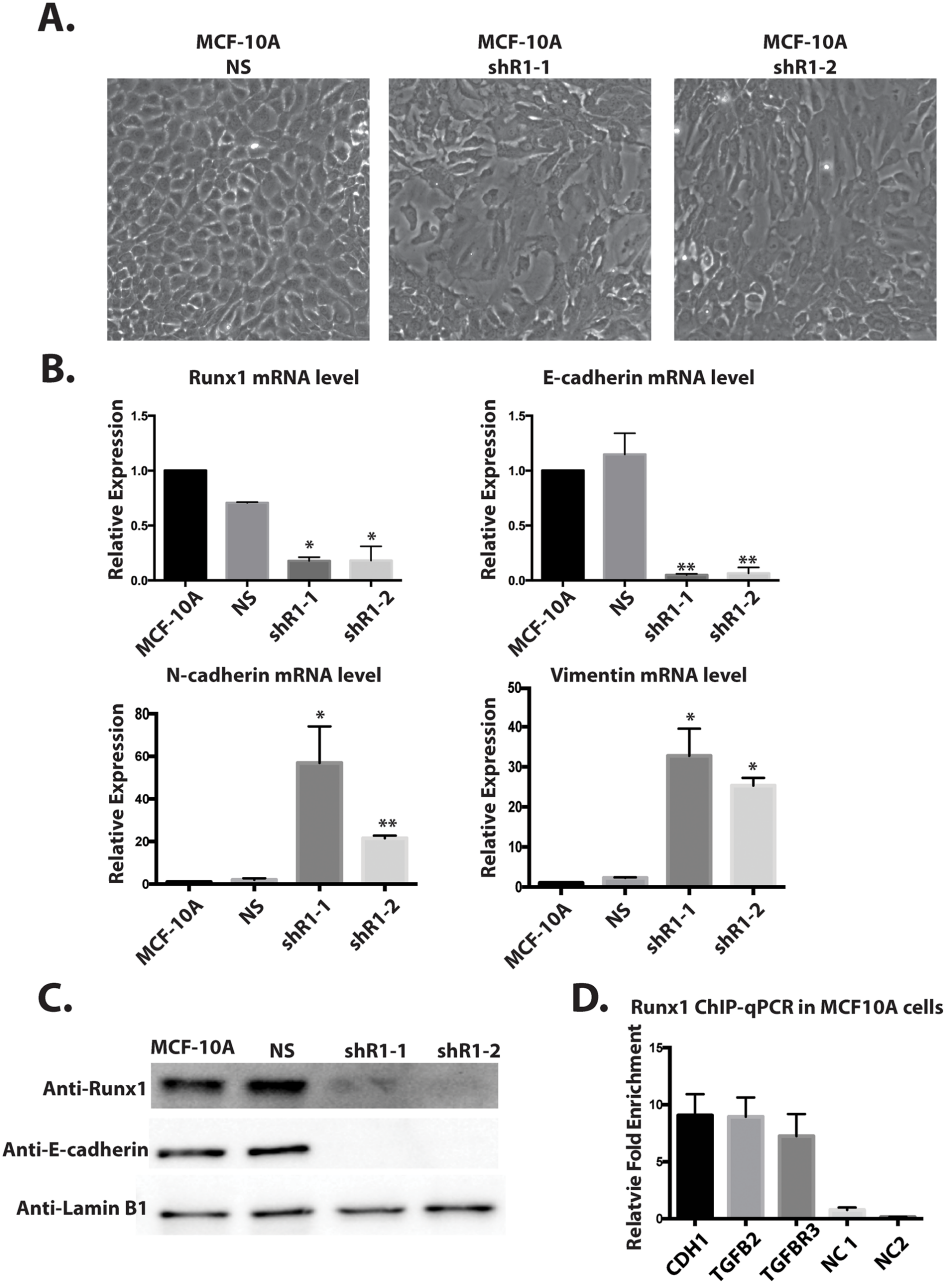
Depleting Runx1 in MCF10A cells promotes a mesenchymal-like phenotype **A**. MCF10A cells treated with shRunx1 show morphological changes toward an EMT- like state. **B**. Western blot analyses of lysates from MCF10A cells treated with shRunx1 show decreased protein expression of Runx1 and E-cadherin. **C**. RT-qPCR analyses of RNA from MCF10A cells treated with shRunx1 show decreased gene expression of E-cadherin and activation of mesenchymal marks of N-cadherin and Vimentin. Student's *t* test * *p* value <0.05, ** p value <0.01 for MCF10A shRunx1 cells compared to the MCF10A ns cells. Error bars represent the standard error of the mean (SEM) from three independent experiments. **D**. ChIP-qPCR confirmation of Runx1 occupancy at CDH1, TGFB2 and TGFBR1. ZNF188 (NC1) and ZNF333 (NC2) were used as the negative control as Runx1 are predicted not to bind these genes. Data obtained with antibodies against Runx1 are normalized to input control.

Taken together, these results indicate that depletion of Runx1 directly initiates EMT in MCF10A cells, and establishes for the first time that Runx1 is required to maintain the normal mammary epithelial phenotype. The mechanism for these biological activities involves Runx1 binding to EMT-related target genes.

Previously it has been shown that both E-cadherin [23] and genes in TGFB family [24] have Runx1 binding sites. Thus to further support a direct role for Runx1 regulation of E-cadherin and TGFβ signaling in MCF10A cells, a Runx1 ChIP-qPCR was performed (Figure 6D). Significant enrichment of Runx1 binding on E-cadherin (CDH1), TGFB2 and TGFBR3 genes were observed. The positions of the amplicons on tested genes are shown in Supplementary Figure 2. These results indicate that Runx1 may directly bind to the E-cadherin gene and regulate its expression. Our findings also provide an additional line of evidence for a key function of Runx1 in blocking TGFβ signaling and maintaining epithelial morphology. Further the binding of Runx1 to the E-cadherin gene is also associated with the H3K4ac activating histone mark [25]. We searched for putative Runx1 binding sites and found 5 consensus motif sequences which are coincident with H3K4ac peaks present in MCF10A cells, but not in metastatic MDA-MB-231 cells (Supplementary Figure 3).

### Depleting Runx1 in MCF7 breast cancer cells promotes EMT

The loss of epithelial morphology in normal-like mammary cells by knockdown of Runx1 (Figure 6) raises a compelling question regarding the role of Runx1 in breast cancer cells. Therefore, we tested whether this regulation also occurs in epithelial-like MCF7 breast cancer cells. Two shRunx1 (shR1-1, shR1-2) stable knockdowns in the MCF7 cell line were generated. Endogenous Runx1 was down regulated at both the protein and mRNA levels for both short-hairpin RNAs (Figure 7A and 7B). In these Runx1-depleted MCF7 cells, western blot and RT-Q-PCR analyses revealed a significant decrease of E-cadherin expression at both the protein and mRNA levels and up-regulation of the mesenchymal genes Vimentin and N-cadherin at the mRNA level (Figure 7C). Based on these results, we conclude that Runx1 is preventing EMT in both normal mammary cells (MCF10A) and breast cancer cells (MCF7), consistent with its function in maintaining an epithelial phenotype.

**Figure 7:**
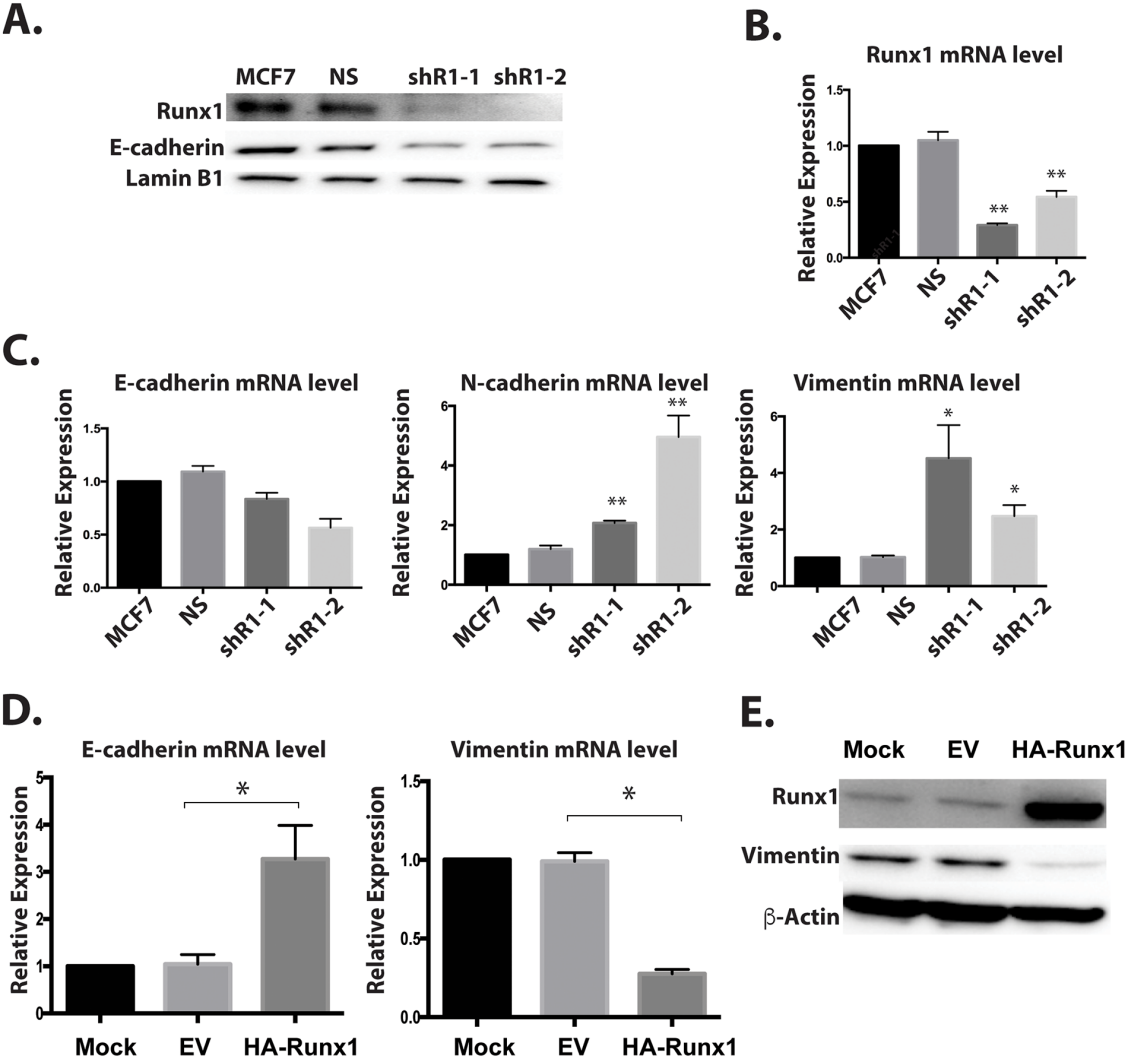
Runx1 controls EMT-MET in non-metastatic breast cancer cells Two breast cancer cell lines MCF7 (epithelial-like) **A**-**C**. and MCF10AT1 (mesenchymal-like) **D**, **E**. were examined for Runx1 knockdown or ectopic expression, respectively. **(A)** Western blot analyses of lysates from MCF7 cells with Runx1 depletion show decreased protein expression of Runx1 and E-cadherin. **(B)** RT-qPCR of RNA from MCF7 cells treated with shRunx1 shows decreased gene expression of Runx1. **(C)** RT-qPCR shows decreased gene expression of E-cadherin and increased gene expression of N-cadherin and Vimentin in Runx1 depleted MCF7 cells. Student's *t* test * *p* value <0.05, ** p value <0.01 for MCF7 shRunx1 cells compared to the MCF7ns cells. Error bars represent the standard error of the mean (SEM) from three independent experiments. **(D)** RT-qPCR of RNA from MCF10AT1 cells overexpressing Runx1 show increased gene expression of E-cadherin and decreased gene expression of Vimentin. Student's *t* test * *p* value <0.05 for MCF10AT1 Runx1 overexpression cells compared to the MCF10AT1 EV cells. Error bars represent the standard error of the mean (SEM) from three independent experiments. **(E)** Western blot analyses of lysates from MCF10AT1 cells treated with Runx1 overexpression show increased protein expression of Runx1 and decreased expression of Vimentin.

### Overexpressing Runx1 in mesenchymal like breast cancer cells drives mesenchymal to epithelial transition (MET)

To further establish a definitive role for Runx1 function in preserving the epithelial phenotype, we carried out a “rescue” study to examine the consequences of restoring Runx1 expression in mesenchymal like breast cancer cells (Figure 7D and 7E). Runx1 was ectopically expressed in tumorigenic MCF10AT1 cells, which resulted in increased E-cadherin expression and decreased Vimentin expression (Figure 7D and 7E). Notably, the E-cadherin level is only increased at mRNA level but not protein level under transient transfection conditions (data not shown). This key finding shows that overexpression of Runx1 in mesenchymal cancer cells drives the cells back to the epithelial stage. These observations provide direct evidence that Runx1 prevents EMT.

### Runx1 expression in breast tumors correlates with metastasis, tumor subtype and survival

We next evaluated Runx1 expression in breast cancer patient tissues. With a highly specific Runx1 antibody, we applied immunohistochemistry to determine the expression pattern of Runx1 in different types of breast cancer using a Tissue Microarray (TMA) of 185 tumors and 6 control normal adjacent tissue sections. The results identified that Runx1 expression is associated with breast cancer stages and subtypes. We observed Runx1 expression at high levels in all normal and benign mammary epithelial tissues (Figure 8A). Runx1 is also expressed in breast cancer samples including ductal carcinoma *in situ* and invasive ductal carcinoma (Figure 8A). However, breast cancer cells metastatic to the lymph node showed significantly less Runx1 expression compared with the primary tumor site (Figure 8A and 8B). Quantification of Runx1 levels at primary sites and lymph metastatic sites in 50 patients showed that Runx1 is significantly lower (p=0.005 using two tailed t test) in lymph samples (Figure 8C). We also observed slightly higher Runx1 levels in grade 1 compared with grade 2 tumors (Supplementary Figure 4).

**Figure 8:**
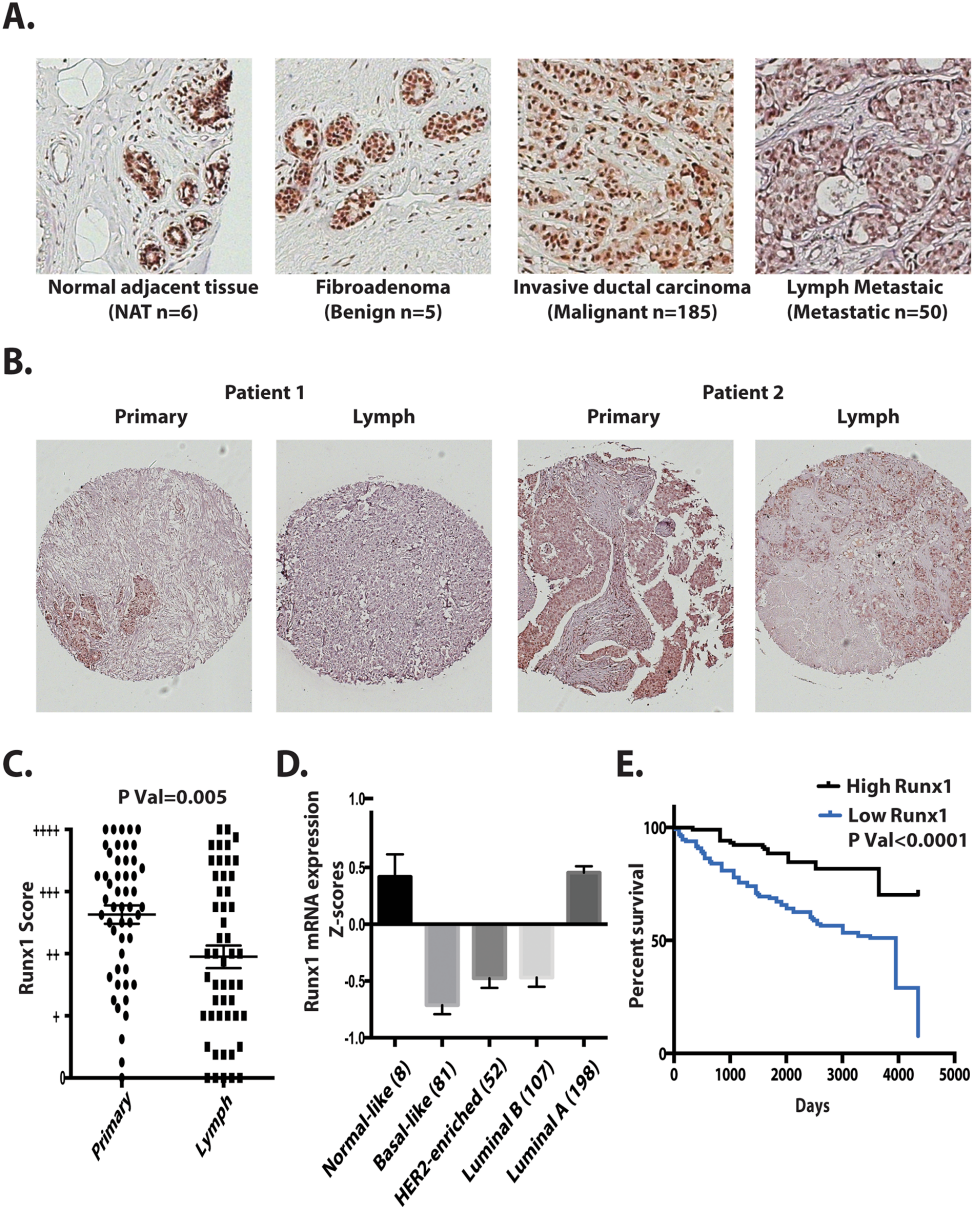
Runx1 expression in breast tumors correlates with metastasis, tumor subtype and survival **A**. Representative tissue microarray images of Runx1 in normal adjacent tissue (NAT), fibroadenoma, invasive ductal carcinoma, and tumor metastasis to lymph. **B**. Representative of TMAs (n=50) showing two patients’ primary tumor and their lymph metastasis with Runx1 positive cells (brown stain). Two tailed t test ** p<0.005 between primary tumor and lymph metastatic sites. **C**. Distribution of Runx1 staining scores for 50 patients with primary breast tumor and lymph metastasis. Using a semi-quantitative scoring system, three researchers blindly scored TMAs. **D**. Runx1 mRNA is decreased in breast cancer subtypes. **E**. Kaplan-Meier analysis showed higher overall survival in patients with higher Runx1 mRNA expression (GSE3494-U133A). Gehan-Breslow-Wilcoxon test with *p* value<0.0001 compared with high Runx1 expression patients and low Runx1 expression patients.

We further investigated the relationship of Runx1 expression to clinical outcomes through mining of The Cancer Genome Atlas (TCGA) database. Runx1 was found to be under-expressed in several breast cancer subtypes, including Luminal B, Her2 enriched and basal like breast cancers, which all have a poor prognosis (Figure 8D). Luminal A subtype, which is generally associated with a good prognosis, showed Runx1 levels equivalent to normal-like breast tissue. However 5% of samples in this subtype have Runx1 somatic mutations [10], with the majority located in the Runx1 DNA-binding domain, which can compromise Runx1 transcriptional activity. We conclude from these data that Runx1 expression is subtype-dependent and correlates with prognosis.

Runx1 expression levels were also compared with patient survival rates using a data set (GSE3494-U133A) in the Gene Expression Omnibus database (Figure 8E). Our analyses shows that patients with low Runx1 levels in their tumors exhibit poor survival relative to patients with high Runx1 expression.

Taken together our data demonstrate that Runx1 functions as a tumor suppressor in normal epithelial cells, by sustaining the epithelial phenotype and preserving the epithelial integrity. Loss of Runx1 is not only accompanied with EMT (Figures 2-5) but can also initiate the transformation process (Figures 6 and 7). Therefore, loss of Runx1 normal activities in tumor tissues may serve as an indicator of poor prognosis for breast cancer patients as revealed in several clinical studies (Figure 8). We conclude from these clinical data that as tumors advance from early stage to a more aggressive phenotype, loss of Runx1 may promote tumor progression.

## DISCUSSION

Our study has established a crucial role for Runx1 in maintaining the normal epithelial phenotype. This finding is supported by our demonstration that Runx1 is decreased during EMT and that loss of endogenous Runx1 initiates and promotes EMT which is also accompanied by changes in the morphology of mammary epithelial cells. Using two independent methods to induce EMT, either by adding TGFβ or removing required growth factors which increases/activates TGFβ expression, we observed significantly decreased Runx1 expression. Further, Runx1 re-expression rescues the epithelial phenotype following TGFβ treatment, which assures maintenance of normal epithelial cell morphology and prevents EMT. By inhibition of Runx1 in MCF10A (normal) and MCF7 (epithelial like breast cancer) cells, together with re-expression in MCF10AT1 (malignant cells with low Runx1 levels), we provide direct evidence that loss of Runx1 directly contributes to the initiation of EMT in breast cancer, while the presence of Runx1 restores the epithelial phenotype. Together these findings have revealed, for the first time, that the expression of Runx1 has a critical function in preserving epithelial morphology in mammary epithelial cells and preventing EMT; thus, Runx1 can be considered as a tumor suppressor in normal epithelial cells.

Here we focused our study on normal mammary epithelial and epithelial like breast cancer cells, and discovered a key function for Runx1 in preventing EMT. We examined the mechanisms by which Runx1 regulates EMT in cancer progression. First, we show Runx1 is a positive regulator of the epithelial marker E-cadherin. Upon loss of Runx1, the expression level of E-cadherin is strikingly decreased. We also showed that Runx1 directly binds to a consensus motif in the E-cadherin gene using ChIP-qPCR. Second, we demonstrate Runx1 operates downstream of the TGFβ pathway and functions as a suppressor of TGFβ regulation. Runx1 is well established to mediate TGFβ-BMP signaling by forming co-regulatory complexes with SMADs [19, 26]. Our RNA-Seq analysis of growth factor-depleted cells suggests that loss of Runx1 is coupled with activation of the TGFβ pathway. This was confirmed experimentally by showing that Runx1 is decreased upon TGFβ treatment and Runx1 rescues TGFβ induced EMT. Supporting these molecular mechanisms, Runx1 has known properties that establish cell phenotypes, including the hematopoietic lineage [27], regulating quiescent hair follicle bulge stem cells to differentiate to early progenitor hair germ cells [28]. Very recently Runx1 was shown to be transiently upregulated early in hESC differentiation to mesendodermal lineages via Runx1-TGFB2 signaling and that loss of Runx1 impaired epithelial differentiation [29]. Thus our studies, which have now identified a cellular function for Runx1 in normal mammary cells, are consistent with these other normal tissues to support their cell type specific phenotype. We have further studied the consequence of disturbing normal Runx1 function in breast cancer cells and provided evidence that Runx1 loss of function has a significant effect on cancer-related mechanisms.

Repression, overexpression, and/or deregulated functioning of Runx1 have been shown to cause cancers [30]. TGFβ is a well-known EMT inducer and has a dual role in breast cancer progression [31]. In normal epithelial cells and early stage breast cancer, TGFβ acts as a tumor suppressor, yet at later stages of tumor progression can promote cancer cell migration, invasion and metastasis [32]. Our results have provided evidence that TGFβ is an upstream regulator of Runx1. Because Runx1 is downstream of TGFβ, Runx1 may also have different functions depending on the specific cellular context [33]. For example, while Runx1 has been shown to function as a tumor suppressor in prostate cancer [34], it acts as an oncogene in ovarian cancer [35] and in a mouse model of breast cancer [33]. Our identification of TGFβ as a Runx1 upstream regulator provides insight into the compromised mechanisms of Runx1 function that are associated with breast cancer.

Runx1 is also subject to the hormonal status of cells. Treating ER+ breast cancer cells with 17β-estradiol promotes EMT [36] and also decreases Runx1 expression [37]. In turn, depletion of Runx1 represses the expression of estrogen receptor α [38], suggesting a negative feedback loop in progression of ER+ breast cancer. Our data show MCF7 ER+ breast cancer cells can be induced into EMT by Runx1 depletion. One study using computational analysis revealed that Runx1 is highly correlated with mammary stem cell differentiation [39]. Other studies showed that Runx1 is important for mammary gland maturation, and its interaction with ERα is necessary for luminal development and may prevent breast cancer progression [38, 39]. It also has been shown that Runx1 represses WNT pathways, which allows ER to be expressed in luminal breast cancer cells [22]. All these pieces of evidence raise the hypothesis that Runx1 could function as a tumor suppressor in ER positive breast cancer; here we clearly demonstrate Runx1 has a direct role to prevent EMT in MCF7 ER+ breast cancer cells, and thus establishes Runx1 as a tumor suppressor.

In addition to Runx1-mediated mechanisms downstream of TGFβ (feedback loop) and upstream hormonal regulation of Runx1, miRNAs are also a likely mechanism contributing to the down regulation of Runx1 during EMT. MicroRNAs are known to promote/inhibit EMT (e.g., miR-200 family, miR-27 and miR-30) [40]. Our analysis using TargetScan7.0 indicates that most of these miRNAs also target the Runx1 3’UTR. It has been shown that miR27a [41], miR144 [37] and miR387 [42], which are upregulated during breast cancer progression, are directly down-regulating Runx1. The convergence of these multiple pathways that inhibit Runx1 expression leads us to conclude that loss of Runx1 is an important mechanistic step in breast cancer initiation and/or progression.

Examination of TCGA and other public datasets identified loss of Runx1 correlates with poor prognosis (Figure 8C) and poor survival (Figure 8D). It has been shown in breast tumors that the majority of EMT markers are expressed in basal layer cells [43]. Also reported is that basal subtypes of breast cancer are more aggressive and metastatic compared to the luminal subtypes [44]. TCGA data show that Runx1 is expressed at the lowest level in patients with basal like breast cancer. These findings are consistent with our identification of a Runx1 function in preserving the epithelial phenotype in normal like basal cells (MCF10A). Loss of Runx1 expression may cause the basal cells to lose their epithelial morphology, phenotype integrity and become more susceptible to initiation of EMT. Therefore, our functional studies focused on the role of Runx1 in basal-like mammary epithelial cells (MCF10A).

Intact Runx1 function is also important for Luminal A breast cancer. Genetic studies show Runx1 is mutated in 5% of Luminal A subtype breast cancer patients [10, 11]. A recent study suggested that in MCF7 cells, disruption of Runx1 function might contribute to development of ER^+^ luminal breast cancer in the context of either *TP53* or *RB1* loss [38]. Significantly, we demonstrated that loss of Runx1 in luminal like breast cancer cells (MCF7) can promote EMT (Figure 7). Taken together, these biochemical and clinical data support the emerging concept that Runx1 is a tumor suppressor and that loss of Runx1 is associated with the progression of breast cancer.

Our studies demonstrate a clear reduction of endogenous Runx1 in two cell models (MCF7 and MCF10AT1) of breast cancer. This finding is consistent with human TMA data that show the strongest Runx1 staining (66% strong or moderate levels) in normal cases, compared with 29% and 35% in DCIS and IDC samples, respectively [43, 44]. However, this human data is in contrast to findings in the MMTV-PyMT mouse model of breast cancer [33], where Browne et al. reported that Runx1 steadily increased during tumor growth. Thus, the decreased Runx1 in human samples with increased disease progression indicates Runx1 has distinct functional activities that differ between mouse and human breast tumors.

In conclusion, we identified Runx1 as a key transcription factor in basal epithelial breast cells through its ability to maintain normal epithelial morphology. Our studies offer Runx1 as a novel bio-therapeutic molecule for breast cancer intervention.

## MATERIALS AND METHODS

### Cell lines and cultures

Human breast cancer cell lines MCF10A, MCF7, MDA-MB-231 and T47D cells were purchased from ATCC. MCF10AT1 and MCF10CA1a cells are a gift from Jeff Nickerson's lab.

MCF10A cells were grown in DMEM: F12 (Hyclone: SH30271, Thermo Fisher Scientific, Waltham, MA, USA) with 5% (v/v) horse serum (Gibco: 16050, Thermo Fisher Scientific, Waltham, MA, USA) + 10 μg/ml human insulin (Sigma Aldrich, St. Louis, MO: I-1882) + 20 ng/ml recombinant hEGF (Peprotech, Rocky Hill, NJ, USA: AF-100-15) + 100 ng/ml cholera toxin (Sigma Aldrich: C-8052) + 0.5 μg/ml hydrocortisone (Sigma Aldrich: H-0888) 50 IU/ml penicillin/50 μg/ml streptomycin and 2 mM glutamine (Life Technologies, Carlsbad, CA, USA: 15140-122 and 25030-081, respectively). TGFβ induced EMT in MCF10A cells was initiated by addition of 10 ng/ml TGFβ1 (R&D Systems, Minneapolis, MN, USA) to the medium. Growth factors starvation induced EMT in MCF10A cells was performed as previously described [16]. Briefly, MCF10A cells were plated in completed medial and at day 2, the medium was switched to DMEM: F12, with 5% (v/v) horse serum and 50 IU/ml penicillin/50 μg/ml streptomycin without added growth factors. The cells were maintained in this medium for up to 14 days until the morphological change was observed.

MCF10AT1 cells were grown in the same medium as MCF10A cells. MCF10CA1a cells were grown in DMEM: F with 12, 5% (v/v) horse serum with 50 IU/ml penicillin/50 μg/ml streptomycin and 2 mM glutamine. MCF7 cells were maintained in Dulbecco modified Eagle medium (DMEM) high glucose (Fisher Scientific: Thermo Fisher Scientific, Waltham, MA, USA: MT-10-017-CM) supplemented with 10% (v/v) FBS (Atlanta Biologicals, Flowery Branch, GA, USA: S11550), 50 IU/ml penicillin/50 μg/ml streptomycin. T47D cells were maintained in RPMI 1640 with phenol red (Fisher Scientific: MT-10-040-CM) supplemented with 10% (v/v) FBS and 50 IU/ml penicillin/50 μg/ml streptomycin. MDA-MB-231 cells were cultured in alpha minimal essential medium (α-MEM) (Life Technologies: A10490-01) containing 10% (v/v) FBS and 50 IU/ml penicillin/50 μg/ml streptomycin. MCF10CA1a cells were transfected using FuGENE-6 (Roche, Indianapolis, IN, USA) according to the instructions of the manufacturer.

### Lentiviral plasmid preparation and viral vector production

Lentivirus-based RNAi transfer plasmids with pGIPZ shRunx1 (clone V2LHS_150257 and V3LHS_367631, GE Dharmacon) and pGIPZ non-silencing (Cat No. RHS4346, GE Dharmacon) were purchased from Thermo Scientific. To generate lentivirus vectors, 293T cells in 10 cm culture dishes were co-transfected with 10 μg of pGIPZ shRunx1 or pGIPZ non-silencing, with 5 μg of psPAX2, and 5 μg of pMD2.G using lipofectamine 2000 reagent (Life Technologies). Viruses were harvested every 48 h post-transfection. After filtration through a 0.45 μm-pore-size filter, viruses were concentrated by using LentiX concentrator (Clontech, Mountain View, CA, USA).

### Gene delivery by transfection and infection

For shRNA-mediated knockdown of Runx1 expression, MCF10A or MCF7 cells were plated in six-well plates (1×10^5^ cells per well) and infected 24 h later with lentivirus expressing shRunx1 or nonspecific shRNA. Briefly, cells were treated with 0.5 ml of lentivirus and 1.5 ml complete fresh DMEM-F12 per well with a final concentration of 4 μg/ml polybrene. Plates were centrifuged upon addition of the virus at 1460 × *g* at 37°C for 30 min. Infection efficiency was monitored by GFP co-expression at 2 days post infection. Cells were selected with 2 μg/ml puromycin (Sigma Aldrich P7255-100MG) for at least two additional days. After removal of the floating cells, the remaining attached cells were passed and analyzed.

### Western blotting

Cells were lysed in RIPA buffer and 2X SDS sample buffer supplemented with cOmplete, EDTA-free protease inhibitors (Roche Diagnostics) and MG132 (EMD Millipore San Diego, CA, USA). Lysates were fractionated in an 8.5% acrylamide gel and subjected to immunoblotting. The gels are transferred to PVDF membranes (EMD Millipore) using a wet transfer apparatus (Bio-Rad Laboratories, Hercules, CA, USA). Membranes were blocked using 5% Blotting Grade Blocker Non-Fat Dry Milk (Bio-Rad Laboratories) and incubated overnight at 4°C with the following primary antibodies: a rabbit polyclonal Runx1 (Cell Signaling Technology, Danvers, MA, USA:#4334, 1:1000); a mouse monoclonal to E-cadherin (Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA: sc21791, 1:1000); a mouse monoclonal Vimentin (Santa-Cruz Biotechnology sc-6260, 1:1000); a mouse monoclonal to β-Actin (Cell Signaling Technology #3700, 1:1000); a rabbit polyclonal LaminB1 (Abcam, Cambridge, UK: 16048, 1:2000); a rabbit polyclonal N-cadherin (Santa Cruz Biotechnology sc-7939, 1:2000). Secondary antibodies conjugated to HRP (Santa Cruz Biotechnology) were used for immunodetection, along with the Clarity Western ECL Substrate (Bio-Rad Laboratories) on a Chemidoc XRS+ imaging system (Bio-Rad Laboratories).

### Immunofluorescence staining microscopy

Cells grown on coverslips were fixed with using 3.7% formaldehyde in phosphate buffered saline (PBS) for 10 min. Cells were then permeabilized in 0.1% Triton X-100 in PBS, and washed in 0.5% Bovine Serum Albumin in PBS. Detection was performed using a rabbit polyclonal Runx1 antibody (Cell Signaling Technology #4336), a mouse monoclonal Vimentin (Santa Cruz Biotechnology sc-6260), a rabbit polyclonal N-cadherin (Santa Cruz Biotechnology sc-7939) and a mouse monoclonal to E-cadherin (Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA). Staining was performed using fluorescent secondary antibodies; for rabbit polyclonal antibodies a goat anti-rabbit IgG (H+L) secondary antibody, Alexa Fluor® 488 conjugate (Life Technologies A-11008), was used and for mouse monoclonal a F(ab')2-goat anti-mouse IgG (H+L) secondary antibody, Alexa Fluor® 488 conjugate was used (Life Technologies A-11001).

### Quantitative PCR

RNA was isolated with Trizol (Life Technologies) and cleaned by DNase digestion (Zymo Research, Irvine, CA, USA). RNA was reversed transcribed using SuperScript II and random hexamers (Life Technologies). cDNA was then subjected to quantitative PCR using SYBR Green technology (Applied Biosystems, Foster City, CA, USA). Sequences of primers used in the paper. Runx1 Forward: AACCCTCAGCCTCAGAGTCA, Runx1 Reverse: CAATGGATCCCAGGTATTGG; E-cadherin Forward: GGAAGTCAGTTCAGAGCATC, E-cadherin Reverse: AGGCCTTTTGACTGTAATCACACC; N-cadherin Forward: TGTTTGACTATGAAGGCAGTGG, N-cadherin Reverse: TCAGTCATCACCTCCACCAT; Vimentin Forward: AGGAAATGGCTCGTCACCTTCGTGAATA, Vimentin Reverse: GGAGTGTCGGTTGTTAAGAACTAGAGCT; GAPDH Forward: TGTGGTCATGAGTCCTTCCA, GAPDH Reverse: ATGTTCGTCATGGGTGTGAA; HPRT Forward: TGCTGACCTGCTGGATTACA, HPRT Reverse: TCCCCTGTTGACTGGTCATT; β-Actin Forward: AGCACAGAGCCTCGCCTTT, β-Actin Reverse: CGGCGATATCATCATCCAT.

### Tissue microarray

Formalin-fixed paraffin-embedded (FFPE) human breast cancer samples were obtained from the UMMS tissue bank and FFPE human breast cancer tissue microarrays (TMA) from US BioMax (Rockville, MD, USA). TMAs (BR1503a & BR10010) were obtained from US BioMax. Sample information pertaining to Type, Grade, Stage, TNM, were provided by US BioMax. BR1503a is a primary breast tissue array of 150 samples of 75 patient cases: three cases of adjacent normal breast tissue, three cases of breast fibroadenoma, two cases of breast cystosarcoma phyllodes, seven cases of breast intraductal carcinoma, and 60 cases of breast invasive ductal carcinoma. Duplicate cores per case. BR10010 is a breast carcinoma and matched metastatic carcinoma array of 100 samples of 50 patient cases: 46 cases of invasive ductal carcinoma, one case of micropapillary carcinoma, two cases of invasive lobular carcinoma, and one case of neuroendocrine carcinoma. Duplicate cores per case. RUNX1 staining was done as previously described [45] using RUNX1 Rabbit Polyclonal 4334 from Cell Signaling Technology. Each tissue section was imaged and independent researchers blindly scored the sections based on the metric in Figure 8.

### Analysis of Runx1 expression in various cancers using public data sets

Runx1 expression was analyzed in various breast cancer subtype types using the TCGA database (www.cbioportal.org) [10]. The PROGgene database (www.compbio.iupui.edu/proggene) was used to identify the data sets for survival analysis and re-analyzed the public GEO data sets (www.ncbi.nlm.nih.gov/gds) (GSE3494-U133A).

### RNA-Seq, ontology, and pathway analysis

RNA was isolated using DirectZol RNA mini prep kit (Zymo Research), quantified by Qubit HS RNA assay (Thermo Fisher Scientific) and assayed for RNA integrity by Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Total RNA was depleted of ribosomal RNA, reverse transcribed and strand-specific adapters added following manufacturer's protocol (TruSeq Stranded Total RNA Library Prep kit with Ribo-Zero Gold, Illumina, San Diego, CA, USA) with the exception that the final cDNA libraries were amplified using the Real-time Library Amplification Kit (Kapa Biosystems, Wilmington, MA, USA) to prevent over-amplification of libraries. Generated cDNA libraries were assayed for quality then sequenced as single-end 100 bp reads (IlluminaHiSeq1000, UVM Advanced Genome Technologies Core). Sequence files (fastq) were mapped to the most recent assemblies of the human genome (hg38) using TopHat2 [46]. Expression counts were determined by HTSeq [47] with recent gene annotations (Gencode v22) [48]. Differential expression was analyzed by DESeq2 [49]. Correlation between replicates and differential gene expression between time points was assessed by principal component analysis (PCA). RNA-Seq data have been deposited in the GEO under accession codes GSE85857. In addition, mRNA expression data was uploaded to IPA (www.ingenuity.com) and analyzed using default parameters. The expression heat map was generated using GENE-E (Broad Institute, MA, USA www.broadinstitute.org/cancer/software/GENE-E/). Fifty-eight EMT genes were selected by using the list from [50, 51].

### ChIP-qPCR

Runx1 ChIP-qPCR was performed essentially as described [52]. Briefly, 200,000 MCF10A cells were cross-linked, lysed and sonicated to obtain DNA fragments mostly in the 200-1000-bp range. Immunoprecipitation was performed at 4°C overnight with anti-Runx1 antibody (4334, Cell Signaling Technology) at a 1:15 antibody to chromatin ratio. Primers used in ChIP-qPCR are listed below: CDH1 Forward: CCCAACCTGACCACAGGAAT, CDH1 Reverse: GCTGCATGCGTAACAACACA; TGFB2 Forward: AGTCCTCCTCCCCCTAATGT, TGFB2 Reverse: CAGGGTATAGGCCACGACTG; TGFBR3 Forward: TCTTTGTAGCCTGCTGGGTT, TGFBR3 Reverse: CCCCCATCCTTACAAGTGGTT; ZNF333 (negative control 1) Forward: TGAAGACACATCTGCGAACC, ZNF333 Reverse: TCGCGCACTCATACAGTTTC; ZNF180 (negative control 2) Forward: TGATGCACAATAAGTCGAGCA, ZNF180 Reverse: TGCAGTCAATGTGGGAAGTC.

### Statistical analysis

The results were reported as Mean ± S.E.M. unless otherwise indicated, and Student's t-Tests were used to calculate statistical significance.

The following datasets were generated:

RNA-sequences: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85857, publicly available at NCBI Gene Expression Omnibus (accession no. GSE 85857).

## SUPPLEMENTARY MATERIALS FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

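RNA-Seq was available for MCF10A cells in 6 samples, 3 grown with growth factors and 3 grown without insulin, EGF, cholera toxin and hydrocortisone. Conditions and replicate numbers were taken from the sample labels, which list 3 samples per condition, as do the columns of Fig. 5B, while the design text of the deposit gives 2 replicates.

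The deposited values are a normalized signal per gene, not raw counts. The authors depleted total RNA of ribosomal RNA, made strand-specific libraries, sequenced single-end reads of 100 bases, mapped them to hg38 with TopHat2, counted them with HTSeq on Gencode v22 and divided the counts by DESeq2 size factors. Every deposited signal value is a whole multiple of the sample's smallest value, so whole reads per gene could be recovered, and the size factors recomputed from them by DESeq2's median of ratios equalled those implied by the values. The values are not divided by gene length. The authors' step that left genes with few reads out of the table is not described, and each of the 19198 genes listed has at least 3 reads in at least 3 samples. Gene names, types and coordinates came from Gencode v44 on hg38, which names 18913 of the 19198 identifiers and lacks 285.

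The depth was between 7472418 and 28672630 recovered reads on genes per sample, with medians of 15342856 with growth factors and 17047310 without. A count of 3 reads was taken as the floor, which corresponds to 1.76 to 6.71 normalized counts depending on the sample and covers counting error only, since the reads carry no molecular identifiers. Fold changes against a group at or under the floor in every sample are given as lower bounds. They hold for the mean of the other group and not for each of its samples.

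Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(normalized count + 1), for the 16988 genes with a mean of at least 10 over the 6 samples, 3 without growth factors against 3 with. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold. The paper's text gives the 2-fold cut-off and names no p threshold. Gene sets were tested with camera of limma at the preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 2 lists of Fig. 5B and, separately, over the 8 exploratory lists. Principal components came from the centred log2 values of the 500 genes with the largest variance. The procedure was tested on simulated data with the dispersions of these samples. With 200 genes changed, limma recovered 73% of them with 5.2% false calls, edgeR 71.5% with 4.7%, and DESeq2 89% with 26.1%. With no gene changed, limma and edgeR called 0 genes and DESeq2 called 21.

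The alternatives were pseudocounts of 0.5 and 10, no filter on low counts, a mean of at least 50, rescaling to the same total, quantile normalization, limma without the trend, the replicate number as a block, each sample left out in turn, edgeR 4.0.16 (quasi-likelihood with TMM) and DESeq2 1.42.0 (with and without shrunken fold changes) on the recovered reads, protein-coding genes only, adjusted p under 0.01 or 0.1, a ratio of group means with no p threshold, no fold cut-off, all genes in the principal components, and an inter-gene correlation estimated for each set. The replicate block pairs samples by the replicate numbers that the labels and Fig. 5B share, and neither the labels nor the methods say that same-numbered samples were processed together. Alternatives added after seeing the data were a correction for transcript length and GC content, this correction with the replicate block, a crossed pairing of replicates 2 and 3, and DESeq2 on protein-coding genes only, with and without shrunken fold changes. The correction regressed each sample's deviation from the gene's mean on transcript length and GC content, fitted on genes with a mean of at least 50.

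The genes named are every gene the paper names for these data, in its text and in Fig. 5B, Fig. 5C and Fig. 5D, and the 5 with the largest rise and the 5 with the largest fall among called genes with a mean of at least 100 and groups that do not overlap. A few other genes are named as members of gene families or sets, and were chosen after their values were seen. Symbols of the figures that match no gene were read as the nearest gene name. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

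The canonical pathways and interaction networks of Ingenuity Pathway Analysis were not recomputed, since they need a proprietary database, and only their member genes as drawn in Fig. 5C were used. RUNX3 is not listed in the table and is not analysed here. Protein, cell image, ChIP and tissue data of the paper have no deposited files and were left out.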

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

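All tests in this part were chosen only after the result was seen.

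Among the genes that the paper does not discuss, some changed more than most of those it names. They were selected as the largest rises and falls among differentially expressed genes with a mean of at least 100 normalized counts. IGFBP5 had a log2 fold change of 10.89 without growth factors (limma adjusted p = 4.7e-04), CDH11 of 10.19 (limma adjusted p = 1.4e-04) and RGS4 of 9.83 (limma adjusted p = 7.3e-04). ACTG2, listed at 0 in the controls, had 118.1, 2628.6 and 3877.1 normalized counts in depleted replicates 1 to 3. Its mean was at least 782-fold higher (10.06 on the log2 scale with the pseudocount, limma adjusted p = 0.00257), a bound that replicate 1 alone does not reach. The largest falls were PNLIPRP3 at -6.97 (limma adjusted p = 0.00474), S100P at -7.03 (limma adjusted p = 5.6e-04), HSD11B2 at -7.24 (limma adjusted p = 0.00389), SCNN1B at -7.36 (limma adjusted p = 4.6e-04) and CYP4F29P at -7.43 (limma adjusted p = 0.00349). In each of these genes the 3 depleted samples lay all above or all below the 3 controls, which the selection required, and each was called in all 6 fits that left out a sample. CYP4F29P is a pseudogene that can share reads with its relatives, so its value is uncertain.

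A bias with transcript length and GC content between libraries was tested as a technical source. After a correction for both, the smallest absolute log2 fold change among these genes was 6.79, and the correction changed none of them by more than 0.21. The length and GC bias that it fits is therefore small beside these changes. RNA from another cell type in the depleted cultures was tested with a list of stroma matrix genes. An admixed population of constant make-up would keep these genes in a constant ratio between depleted samples, yet the ratio of depleted replicate 1 to replicate 2 ran from 0.705 for COL1A1 to 9.53 for PDGFRB among the 9 genes called, a spread of 13.5 times. A population that itself changed between cultures could also give unequal ratios, and the test was made on these stroma matrix genes and not on the genes above, so it decides nothing about an admixture of that kind, from which it cannot tell the rises apart. A response to growth factor depletion remains a hypothesis.

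A signal that the paper does not report appeared in mitochondrial genes. MT-ND6, which lies on the light strand of the mitochondrial genome from 14149 to 14673, had 15762.8 normalized counts in depleted replicate 2 and 10169.1 in depleted replicate 3, against 76.9 in depleted replicate 1 and 1069.0, 244.3 and 585.3 in the controls. Summed over the 7 light-strand genes in the table, there were 153 normalized counts per 1000 on the heavy strand in depleted replicate 2 and 112 in replicate 3, compared with 0.943 in depleted replicate 1 and 1.74 to 8.75 in the controls. The share of reads on mitochondrial genes was 1.05% and 0.81% in depleted replicates 2 and 3, within the 0.58% to 2.78% of the controls.

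Mitochondrial DNA in the libraries would put reads on both strands alike, but MT-ND6 per kb was 9.07 times its heavy-strand neighbour MT-ND5 in depleted replicate 2 and 9.69 times in replicate 3, which goes against that source. A loss of strand information would raise nuclear genes that lie inside a higher gene on the opposite strand, but the median log2 deviation of 270 such genes was 0.05 in depleted replicate 2 and -0.07 in replicate 3, which goes against it as well. A culture or library batch that the labels do not give could set depleted replicates 2 and 3 apart from replicate 1. The component that parts them in the principal component analysis holds 8.1% of the variance, and no label decides whether it is a batch, so the pattern cannot be told apart from one. Growth factor depletion alone does not give the pattern, since depleted replicate 1 had the lowest value of all samples.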

How the results depend on the processing

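The alternatives were set before the data were examined, except the length and GC correction, this correction with the replicate block, the crossed pairing and DESeq2 on protein-coding genes only, which were chosen after seeing the data, and no test of a cause was run in this part.

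More genes rose than fell in 28 of the 28 settings. Against the 1076 genes called (741 higher and 335 lower), DESeq2 gave 2112 (1287 higher and 825 lower), DESeq2 with shrunken fold changes 2087 (1278 higher and 809 lower), and on protein-coding genes only these gave 1818 (717 lower) and 1779 (690 lower). An adjusted p under 0.01 gave 418 (310 higher and 108 lower), an adjusted p under 0.1 gave 1706 (604 lower), and a 2-fold ratio with no p threshold 4092 (2167 higher and 1925 lower). The length and GC correction raised the genes called lower to 506, and with the replicate block the genes called higher were 464. In the 6 fits that each left out a sample, the total ran from 453 to 2474, the genes called higher from 313 to 1372 and those called lower from 126 to 1102. The highest values came without control replicate 3, where 55.5% of the genes called were higher against 68.9% with all samples. In a single simulated draw with 200 genes changed, 63 of the 241 calls of DESeq2 (26.1%) were false, against 8 of 154 (5.2%) for limma. The share depends on how many genes changed, so it does not carry over to the 2112 calls here. For the numbers of genes called, the cause was not tested.

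Of the epithelial genes of Fig. 5B, 10 in place of 16 were called with the replicate block and the length and GC correction, and 7 at an adjusted p under 0.01. Of the EMT regulation genes, 8 in place of 13 were called at an adjusted p under 0.01 and 20 by the ratio alone. Of the Runx1 network, 8 in place of 14 were called by limma without the trend, 9 with the replicate block, 7 with the block and the correction, and 3 at an adjusted p under 0.01. Of the Runx2 network, 14 in place of 29 were called at an adjusted p under 0.01. Across the fits that left out a sample, the counts ran from 7 to 17 for the epithelial genes, 8 to 13 for EMT regulation, 3 to 16 for the Runx1 network and 13 to 32 for the Runx2 network. The mesenchymal genes called stayed between 16 and 29 under all alternatives, against 22. The cause was not tested.

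The mesenchymal and epithelial sets kept their direction and stayed under 0.05 in the alternatives in which limma's camera was run, which leaves out edgeR, DESeq2 and the changed thresholds, with p, before adjustment over both lists, from 3.3e-35 to 2.4e-04 and from 8.2e-24 to 0.0175. The exploratory sets depended on the inter-gene correlation. Estimated for each set, it gave adjusted p of 0.0671 for glucocorticoid targets, 0.612 for EGFR and ERK targets, 0.641 for proliferation, 0.06 for interferon response, 0.0671 for smooth muscle and 0.06 for stroma matrix, all of which were under 0.05 at the preset correlation. Quantile normalization gave 0.0847 for proliferation. With a sample left out, the adjusted p ran from 5.9e-05 to 0.169 for EGFR and ERK targets, 0.0292 to 0.441 for cAMP and CREB targets, 4.9e-07 to 0.851 for proliferation and 1.2e-05 to 0.658 for sterol synthesis. With all genes in place of 500, the leading component held 51.9% of the variance in place of 81.6%. The cause was not tested.

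Of 117 genes named, 114 kept their direction under every alternative in which they were tested and 3 did not. TGFBR3 turned to -0.68 without depleted replicate 1, the lowest of the fits that left out a sample, whose highest was 1.33, and TGFB3 to -0.02 with quantile normalization. RUNX1, at 0.18, ran from -0.19 (without control replicate 2 and without depleted replicate 2) to 0.72 across these fits, and turned to -0.01 with the length and GC correction and to -0.01 with the block and the correction. None of these values is past the threshold, and the cause was not tested. Of the 76 genes called, 51 were called, at the threshold of 0.05 and 2-fold, under every alternative that keeps all 6 samples and in which they were tested, and 43 also in the fits that left out a sample. Over single genes and alternatives at this threshold, 192 results were weaker, 106 stronger and 2373 on the same side of the threshold. With a mean of at least 50, 106 of the 117 genes were left to test, and protein-coding genes only left 116.

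The depth limits genes near the floor. HAPLN1 and TMEFF1 had 0 counts in the controls and a mean below 10 over the 6 samples, and were tested only with no filter on low counts. With 3 samples in each condition, a gene taken alone cannot pass an exact permutation test, and the adjusted p values rest on the variance that limma shares across genes.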

Differences from the paper's values

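Alternatives named here were set before the data were examined unless stated otherwise, and no test of a cause was made in this part.

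The paper's number of differentially expressed mRNAs is 1880, against 1076 genes of all types here, of which 956 are protein-coding, and 1016 when protein-coding genes only were tested. The number fell within 1.5 times the paper's with no filter on low counts (1319), without control replicate 3 (2474), with DESeq2 on the recovered reads (2112), with DESeq2 and shrunken fold changes (2087) and at an adjusted p under 0.1 (1706). The other alternatives gave numbers outside that range. Of those chosen after seeing the values, DESeq2 on protein-coding genes only (1818), the same with shrunken fold changes (1779), the length and GC correction (1284) and the crossed pairing (1258) also fell within that range.

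The paper's number of up-regulated genes is 457, against 741 here. It was within 1.5 times the paper's with a mean of at least 50 (526), limma without the trend (681), edgeR (683), an adjusted p under 0.01 (310), and in 5 of the 6 fits that left out a sample, between 313 and 663. The other alternatives set before the data were examined gave higher numbers, and the replicate block with the length and GC correction, chosen after seeing the values, gave 464. The paper's number of down-regulated genes is 1423, against 335 here. Without control replicate 3 it was 1102 and with a 2-fold ratio and no p threshold 1925, and none of the other alternatives reached it. The paper states more genes down- than up-regulated, and 28 of the 28 settings gave more genes higher than lower without growth factors.

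The paper's number of genes altered in the EMT regulation pathway is 20, against 13 of the same genes here. With no filter on low counts it was 14, with protein-coding genes only 14, with DESeq2 17 and with shrunken fold changes 17, at an adjusted p under 0.1 17, and by the 2-fold ratio with no p threshold 20. The other alternatives set before the data were examined gave 13 or fewer. Of those chosen after seeing the values, the crossed pairing and the length and GC correction each gave 15 and DESeq2 on protein-coding genes only gave 17. For the Runx1 network the paper's number is 20, against 14 here, and for the Runx2 network 43, against 29.

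The paper draws Snail and Twist as activated in Fig. 5D. Here SNAI1 had a log2 fold change of -3.14, TWIST1 of -0.46 and TWIST2 of 2.07, and TWIST2 did not pass the threshold with limma (adjusted p = 0.052) but did with DESeq2, with no filter on low counts, with protein-coding genes only, at an adjusted p under 0.1, by the ratio with no p threshold and, chosen after seeing the values, with the length and GC correction. The paper shows Runx1 decreased in Fig. 5D, and RUNX1 mRNA had a log2 fold change of 0.18 here (standard error 0.52). For depleted cells, the paper reports the loss of Runx1 as protein, by western blot and immunofluorescence. The mRNA values are a different measure and do not test that result. The paper shows E-cadherin, ZO-1, cytokeratins and desmoplakin as lost in Fig. 5D. For E-cadherin in depleted cells, it also reports a fall by western blot, RT-qPCR and immunostaining, which are not examined here. Here CDH1 had a log2 fold change of -1.67, DSP of -1.63 and KRT5 of -2.04 without passing the threshold, and TJP1, the gene of ZO-1, of 0.38. DSP was called by DESeq2 in all its forms, at an adjusted p under 0.1, by the ratio with no p threshold and, chosen after seeing the values, after the length and GC correction. KRT5 met the 2-fold ratio with no p threshold, and CDH1 was called in none of the settings tried. The paper states that claudins and the KRT family fell. Here CLDN8 was the called gene of 7 claudins and KRT15 and KRT19 of 18 keratins, 9 of which had a positive log2 fold change. DESeq2 called 1 claudin lower, and among the keratins 3 lower and 2 higher. The keratins of Fig. 5B, KRT5, KRT6A, KRT6B and KRT19, each had a negative log2 fold change.

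Some genes in the heat map of Fig. 5B show another pattern across replicates than the deposited values. The figure shows TGFB2 as high in depleted replicate 1 as in replicate 3, where the deposited values are 1369.3 and 14468.8 normalized counts. CALD1 is near even across depleted replicates in the figure and had 11661, 33902 and 38490 here. PDGFRB is highest in depleted replicate 3 in the figure and had 3322, 349 and 447 here. MMP13 had 10.1, 409 and 306 and MMP16 2661, 1517 and 760 in depleted replicates 1 to 3, and their patterns in the figure look exchanged. COL8A1 is low in all controls in the figure, and control replicate 1 had 10487 here.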

Other observations

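The tests in this part were chosen only after the result was seen, except the camera tests of the 8 gene lists and the count of splits for all genes called.

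The removed factors predict that their target genes fall. The 13 glucocorticoid target genes tested shifted downwards as a set (adjusted p = 0.00112 from limma's camera with Benjamini-Hochberg over 8 lists, 1.4e-04 with the replicate block, and from 1.4e-04 to 0.0671 over the alternatives that keep all samples), with a median log2 fold change of -1.38. FKBP5, PER1, TFCP2L1 and ZBTB16 were called lower, and in 5 of the 13 genes every depleted sample lay below every control. FKBP5 had 13483.6, 10933.7 and 3839.5 normalized counts with growth factors and 611.4, 610.4 and 512.0 without. This is consistent with the loss of hydrocortisone. Of the 4 splits that part as many same-numbered pairs as the real one, 1 gave as strong a shift, the real one itself. No smaller share is possible with 3 samples in each condition, so the count of splits cannot rule out a chance arrangement of the samples and is no evidence for one.

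The 20 EGFR and ERK target genes shifted upwards in place of downwards (limma camera adjusted p = 0.0213, from 0.00698 to 0.612 over the alternatives that keep all samples), with a median log2 fold change of 0.87, CCND1 and IER3 called higher and AREG and EREG called lower, and 2 of the 4 splits gave as strong a shift. The cAMP and CREB and the sterol synthesis genes shifted in the predicted direction without passing 0.05 with all samples. The 12 cAMP and CREB target genes had an adjusted p of 0.13 from limma's camera (0.0691 to 0.363 over these alternatives, median log2 fold change -0.47, 2 of the 4 splits as strong), and the 20 sterol synthesis genes 0.099 (0.0723 to 0.641, median -0.30, 3 of the 4 splits as strong). The 30 proliferation genes shifted downwards (limma camera adjusted p = 0.0213, from 0.0031 to 0.641 over these alternatives), with a median log2 fold change of -0.58 and 0 genes called, and in 1 of the 30 every depleted sample lay below every control. Slower growth may contribute to this shift, but 3 of the 4 splits gave one as strong, so it cannot be told apart from differences between single samples.

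Of the lists with no predicted direction, the 19 interferon response genes rose (limma camera adjusted p = 1.3e-06, from 4.7e-07 to 0.06 over the alternatives that keep all samples, median log2 fold change 1.47, 7 called), as did the 10 smooth muscle genes (4.3e-14, from 3.3e-18 to 0.0671, median 5.05, 8 called) and the 14 stroma matrix genes (2.0e-13, from 3.4e-18 to 0.06, median 4.51, 9 called). In each of these lists 1 of the 4 splits, the real one, gave a shift as strong.

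A candidate explanation of the interferon response is the mitochondrial light-strand RNA seen in depleted replicates 2 and 3, which would leave the interferon genes lowest in depleted replicate 1. Among the depleted samples, replicate 1 was the lowest for 7 of the 19 genes (one-sided exact binomial test, p = 0.457), so the predicted order was not seen. The test takes the genes as independent trials, and replicate 1 is a single sample. It therefore cannot exclude the explanation. No other source was tested.

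Of the 10 splits of the 6 samples into 3 and 3, the real one parts 3 same-numbered pairs. It was compared with the other splits that do so, which makes 4 in all, while the remaining 6 each part 1 pair and so keep same-numbered samples of both conditions together. The real split called 1076 genes with 3400 at an unadjusted p under 0.05. The other splits that part 3 pairs called 0 genes, with 1764, 463 and 565 genes at an unadjusted p under 0.05, and the remaining 6 called 0 genes, with 1442, 404, 457, 55, 69 and 138. For the genes called in total, called higher and called lower, for the genes called among the mesenchymal, epithelial, EMT regulation, Runx1 network and Runx2 network lists, and for the mesenchymal and epithelial sets, 1 of the 4 splits and 1 of all 10 gave a result as large, the real one in each case. No share under 0.1 is possible with these samples.

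A fall of RUNX1 mRNA was not detectable in the depleted samples. A bias with transcript length between libraries could hide a fall in a long transcript. After the correction for length and GC content, the log2 fold change of RUNX1 was -0.01 (adjusted p between 0.245 and 0.999 over all alternatives), so no fall appeared. The spread of RUNX1 within conditions, an SD of 0.82 on the log2 scale, was 0.68 after the correction, so length and GC content explain a small part of it.

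CDH1 was at 86.1% and 85.3% of its control mean in depleted replicates 2 and 3 and at 3.96% in replicate 1. The median over the 26 epithelial genes of Fig. 5B was 23.4%, 18.3% and 4.32% in the same samples, so most of them fell in all 3. Of the 26 epithelial genes of Fig. 5B, 18 were lowest in depleted replicate 1, and 18 after the correction for length and GC content. In these genes the correction changed the difference between depleted replicate 1 and the mean of replicates 2 and 3 by at most 0.19 on the log2 scale, and CDH1 was -4.44 in replicate 1 against replicate 2 before and after it. The length and GC bias that the correction fits is therefore small beside this difference in CDH1. It also left the number of genes lowest in depleted replicate 1 unchanged. For these genes, this argues against a bias of the fitted form as the source of the pattern. A mixture with cells that kept the control state would leave every epithelial gene at the mixed-in share or above. CLDN8 was at 2.38% of its control mean in depleted replicate 2 and CKMT1A at 3.05% in replicate 3, far below CDH1 in the same samples, which goes against such a mixture as the source of the CDH1 level. The 18 genes lowest in replicate 1 could also reflect a culture or library batch, which the labels do not give, and the pattern cannot be told apart from one. That growth factor depletion had gone further in replicate 1 remains a hypothesis, and the labels give no day that would test it.

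Control replicate 3 had a larger share of reads on long noncoding RNAs and on mitochondrial genes than the other controls. Long noncoding RNAs took 5.39% of its reads against 1.17% and 1.18% in control replicates 1 and 2, and mitochondrial genes 2.78% against 0.72% and 0.58%. MALAT1, the largest of the long noncoding RNAs, was 2.67 higher on the log2 scale than in control replicate 1. It was 2.27 higher after the correction for length and GC content, so that bias may account for a part of the MALAT1 difference but not for the whole. No biological explanation was tested, since the design gives these samples the same condition.

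Replication histone genes, which the paper does not discuss, were higher without growth factors in 50 of 53 genes tested, with a median log2 fold change of 0.71 (0.55 to 0.78 under the other scalings) and 0 genes called. Of 24 collagen genes tested, 10 were called higher and COL4A6 lower, and of 13 matrix metalloproteinase genes 5 were called higher, with medians of 2.42 (2.25 to 2.47) and 1.21 (1.04 to 1.35) under the same scalings.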
